# Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction *via* circRNA-miRNA-mRNA networks

**DOI:** 10.3389/fnmol.2023.1115569

**Published:** 2023-01-25

**Authors:** Yu Wang, Wei Hu, Jing Han, Jiayuan Zheng, Ning Jiang, Yi Feng, Zhanzhuang Tian

**Keywords:** hypothalamic–pituitary–adrenal axis, electroacupuncture, surgical trauma, RNA sequencing, circRNA-miRNA-mRNA network

## Abstract

Electroacupuncture (EA) has long been used to alleviate surgery-induced hypothalamic–pituitary–adrenal axis dysfunction. However, its downstream gene targets in the brain remain unclear. The aim of the present study was to clarify the potential targets of EA based on RNA sequencing techniques (RNA-seq). Rats were divided into normal control (NC), hepatectomy surgery (HT), HT + EA, and HT + sham EA groups followed by RNA-seq of two representative nuclei in the hypothalamus and amygdala. Weighted Gene Co-expression Network Analysis and Gene Set Enrichment Analysis identified six gene modules associated with neuroendocrine transmitters and neural remodeling in the hypothalamus. Furthermore, circRNA-miRNA-mRNA interaction networks revealed EA-related candidate miRNAs and circRNAs, of which opioid receptor mu 1 might be an EA-specific target, and showed regulation by competing endogenous RNA. We identified the neuroendocrine circRNA-miRNA-mRNA networks through which EA has an effect on HPA axis dysfunction, thus providing potential targets and future research directions for EA treatment.

## 1. Introduction

The hypothalamic–pituitary–adrenal (HPA) axis plays an important role in stress responses (Heck and Handa, 2019; Frankiensztajn et al., 2020), and HPA hyperactivity is associated with surgery-induced acute stress in clinical practice (Spencer-Segal et al., 2020; Zhu et al., 2021). Previous studies have shown that surgical trauma aggravates hyperactivity of the HPA axis, which is characterized by excessive release of hypothalamic corticotrophin-releasing hormone (CRH), peripheral adrenocorticotropic hormone (ACTH), and corticosterone (CORT; Qin et al., 2021). The pathophysiological events associated with the HPA axis can also trigger secondary effects such as abnormal metabolism (Mi et al., 2019), immunosuppression (Kim et al., 2019), neuroinflammation (Cernackova et al., 2020), hypertension (Hepsen et al., 2020), and multiple system dysfunction (Keller et al., 2017; Juruena et al., 2018). As a vital neuroendocrine nucleus of the hypothalamus, the periventricular nucleus (PVN) is widely distributed with CRH neurons and functions as the initial part of the HPA axis (Daviu et al., 2020). In addition to the PVN, the central nucleus of the amygdala (CEA) acts as the physiological response center and also plays a major role in stress mainly through changes in GABAergic neurons (Sharp, 2017). There are nerve fibers projecting to the PVN from the CEA, and these can activate neurons in the PVN (Beal et al., 1985). In stress-related situations, the CEA may assist the PVN in producing “fight-or-flight” responses. Analysis at the transcriptomic level of the hypothalamus as well as its connectivity with other brain regions like the amygdala also remain unclear and are significance topics for further research.

Electroacupuncture (EA) has long been used to treat HPA axis dysfunction, potentially through the regulation of hormones and inflammatory factors (Han et al., 2021; Zhou et al., 2022). Clinical trials have shown that EA could relieve preoperative tension and anxiety effectively, thus reducing the use of anesthetics during surgery (Yuan and Wang, 2019). Previous studies also found that EA can be beneficial for treating postoperative pain, stress, and inflammation (Li et al., 2021, 2022; Yang et al., 2021). The mechanisms of EA treatment have been shown to be partly associated with the suppression of hypothalamic CRH secretion together with the inhibitory role of gamma-aminobutyric acid (GABA) receptor subunits, N-methyl-D-aspartate (NMDA) receptor, etc. (Mody and Maguire, 2011; Le et al., 2016; Zhu et al., 2017, 2018; Jiang et al., 2018). Due to the limitations of traditional research methods that focus on single target molecules, the broad changes in gene expression profiles related to EA amelioration of HPA axis hyperactivity have remained poorly understood.

High-throughput sequencing has been used to identify the roles of mRNA and competing endogenous RNA in the regulation of neuroendocrine function. Competing endogenous RNA, especially microRNAs (miRNAs) and circular RNAs (circRNAs), have been found to be widely associated with stress (Du et al., 2019), neuronal development (Ma et al., 2019), and endocrine-related diseases (Deng et al., 2021). In order to explore the potential regulatory targets of EA, a hepatectomy rat model was treated with EA at the Zusanli (ST 36) and Sanyinjiao (SP 6) acupoints. Analytic algorithms including Weighted Gene Co-expression Network Analysis (WGCNA) and Gene Set Enrichment Analysis (GSEA) were also used to explore the sequencing results. Taken together, our study aimed to identify novel transcriptomic targets of EA in the central neural system, which may help to reveal the mechanisms underlying EA treatment and promote its clinical usage.

## 2. Materials and methods

### 2.1. Animals and ethics

Male Sprague–Dawley rats (SPF, 7 weeks of age, 200 ± 20 g) were purchased from the Slack Laboratory Animal Center (Shanghai Branch of the Chinese Academy of Sciences, Shanghai, China) and were kept at a constant temperature of 22–24°C with 12/12 h standard light/dark circadian rhythm and free access to food and water (2–3 rats/cage). All animals were adapted to the experimental environment for 1 week prior to the experiment. All experiments respected the National Institutes of Health Laboratory Animal Care and Use Guidelines (NIH Publication No. 23–80, revised 1996) and were approved by the Ethics Committee of Fudan University in China (20190221–068). All efforts were made to minimize the suffering of the animals.

### 2.2. Modeling and EA treatment

Twelve rats were randomly divided into four groups: normal control (NC), hepatectomy (HT), HT + EA, and HT + sham EA (SEA). For the hepatectomy model preparation, rats were anesthetized with isoflurane (0.5–0.7 L/min), then partial hepatectomy was performed in the HT, HT + EA, and HT + SEA groups. In brief, an incision was made along the midline of the abdomen, the ligaments around the liver were separated, and about 20% of the left liver lobe was removed. For the HT + EA group, EA was performed 24 h before and immediately after the operation at the Zusanli (ST 36, 10 mm above the hind limb medial malleolus front of the tibia and fibula; Lou et al., 2020) and Sanyinjiao (SP 6, 5 mm below the head of the fibula under the knee joint and 2 mm lateral to the anterior tubercle of the tibia) acupoints. Sterilized stainless steel needles (0.22 mm in diameter and 13 mm in length; Hua Tuo, Suzhou, China) were unilaterally inserted into ST 36 and SP 6 to a depth of 3 mm beneath the skin. Then the needles were carefully connected to a HANS Acupoint Nerve Stimulator (LH202H, Beijing, China), and electrical current stimulation (2 Hz for 1.05 s and 15 Hz 2.85 s; 2–3 mA intensity) was applied for 30 min. For the HT + SEA group, needles were unilaterally inserted into ST 36 and SP 6, but without connection to the HANS Acupoint Nerve Stimulator. Animals in each group were habituated to the restraint device (30 min each time) once a day for three consecutive days prior to the surgery. All of the rats were fixed in the restraint device and kept awake during the EA and SEA treatment in order to minimize the side effects of the anesthetic. At the same time, rats in the NC and HT groups were also fixed in the restraint belt for the same time as the rats in the HT + EA and HT + SEA groups. After sacrifice, the PVN of the hypothalamus and the CEA were extracted based on the Allen Atlas. The PVN is located in the ventral surface of the brain, below the thalamus, on both sides of the third ventricle, while the CEA is an oval gray matter nucleus complex located in the temporal lobe of the brain anterior to the uncinate gyrus. All samples for molecular biology experiments such as Quantitative real-time PCR (qRT-PCR), western blot (WB), enzyme linked immunosorbent assay (ELISA), and sequencing were taken 24 h after the last EA treatment. Due to the limited samples provided by one rat, the brain samples were not from the same animal, but the same batch. Brains were collected at the same time to ensure the homogeneity of the samples.

### 2.3. qRT-PCR

The total RNA of the PVN and CEA was extracted with TRIzol reagent (15,596,018, Thermo Fisher Scientific, Carlsbad, CA, United States), and 1 μg of hypothalamic total RNA was reverse-transcribed into cDNA (RR036A, PrimeScript RT Master Mix, TaKaRa, Japan). qRT-PCR amplification with the TB Green Kit (RR420A, TB Green Premix Ex Taq, TaKaRa, Japan) was performed. The primers for CRH and GAPDH (Supplementary Table 1) were synthesized by Shanghai Sangon Biological Engineering Technology Company (Shanghai, China) and gene expression was measured with an Applied Biosystem 7,500 Real-Time PCR system. GAPDH was used as the internal control and data were analyzed by the 2^–△△Ct^ method.

### 2.4. WB

The PVN tissue was lysed with RIPA buffer (P0013B, Beyotime, China) containing PMSF (ST506, Beyotime, China) on ice for 30 min. The protein samples were loaded onto 12% SDS-PAGE gels, electrophoresed, and transferred to PVDF membranes (Millipore Sigma, Burlington, MA, United States). The PVDF membranes were blocked with 5% (w/v) nonfat milk at room temperature for 2 h and then incubated overnight at 4°C with primary antibodies against CRH (ab184238, Abcam, Cambridge, United Kingdom) or β-tubulin (10094-1-AP, Proteintech, United States). The PVDF membrane was visualized by enhanced chemiluminescence (ECL kit, WBKLS0500, Millipore, Germany), and the protein concentration was quantified with the Quantity One software (version 4.0.3) from Bio-Rad (Hercules, CA, USA). After the lanes on the image were defined, the band densities of CRH and β-tubulin were measured separately. The density of the CRH protein band was normalized to the corresponding β-tubulin for each sample.

### 2.5. ELISA

Rats were anesthetized with pentobarbital sodium (40 mg/kg) 24 h after the last EA treatment. Peripheral blood samples were collected through cardiac puncture after ensuring that the rats were under deep anesthesia, as evidenced by lack of response to a painful stimulus, such as toe or tail pinch (Parasuraman et al., 2010). The sternum was carefully cut to fully expose the rat heart after disinfection. About 3 ml of blood was taken from the left ventricle slowly by blood collection needles and tubes. The peripheral blood samples were then centrifuged at 1500 × *g* for 25 min after being placed at room temperature for 1 h. The upper serum was collected after centrifugation and then stored in the −80°C refrigerator until serum hormones were measured. Serum levels of ACTH (BPE30596, Lengton Biological Technology, China) and CORT (BPE30590, Lengton Biological Technology, China) were measured using ELISA kits according to the manufacturer’s instructions. Serum samples and standards were loaded onto 96-well plates in triplicate for each essay, and the absorbance was measured at 450 nm.

### 2.6. Transcriptome sequencing and data pre-analysis

Total RNA was extracted from tissue samples of the PVN and CEA, and the preparation of the cDNA library and the sequencing were performed by Novo Gene Biotech Co. Ltd. (Beijing, China). A strand-specific library strategy was used to construct the mRNA and circRNA libraries. Sequencing data for the miRNA library were generated using a NEBNext Multiplex Small RNA Library Prep Set for Illumina® (NEB, United States). The insert size of the library was examined using an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, United States), and only effective concentrations >2 nM were used for sequencing. The brain samples yielded 24 RNA libraries, and an illumina Hiseq4000/Hiseq X Ten (Illumina, San Diego, CA, United States) was used following the principle of sequencing by synthesis. The raw reads were filtered to obtain the clean reads after removing adapter-related reads, reads containing uncertain bases, and low-quality reads with base quality phred score ≤ 20. The clean reads were then mapped to the rat reference genome (mRatBN7.2) using HISAT2 algorithms and were quantitatively analyzed using the featureCounts software. Around 90% of the total mapped reads were assigned to the annotated genes. Differential expression analysis was performed with DESeq2, and the threshold of significance was set as a *p* value < 0.05. Because HT and EA were assumed to have opposite impacts on gene expression, we further extracted node mRNA (nmRNA) from differentially expressed mRNA (DEmRNA) by taking the intersection between HT and EA with opposite expression trends.

### 2.7. Principle component analysis and functional enrichment analysis

Principle component analysis (PCA) was conducted to assess the differences among groups and the duplication within groups based on the FPKM value using the prcomp package in R. Functional enrichment analysis including Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Gene Ontology (GO) terms were performed using the clusterProfiler package in which the GO terms were further clustered.

### 2.8. Protein–protein interaction network construction and hub gene selection

A Protein–protein interaction (PPI) network was created based on the nmRNA using the Search Tool for the Retrieval of Interacting Genes (STRING) database (Karimizadeh et al., 2019). In order to visualize the PPI network and identify the hub gene, we used Cytoscape (v3.7.2) and the cytoHubba app, allowing 12 algorithms at the same time to evaluate the most important nodes.

### 2.9. WGCNA and GSEA

A gene co-expression network was constructed based on the whole 24 libraries (one set in the CEA EA group was removed due to very large homogeneous differences), and the soft-thresholding power was set to 8 using an R2 cut-off of 0.8. The 12 clustered modules were then assigned colors, and the known stress-related genes were all put into the correlation analysis, which produced six strongly correlated modules (M1–M6) thus enabling the subgrouping of nmRNA.

GSEA software (v4.2.3) was used for functional enrichment analysis (KEGG and GO) of the six modules following the official guide. In addition, C3 collections from the Molecular Signatures Database v7.5.1 were used for the prediction of miRNA-regulated targets.

### 2.10. Differentially expressed miRNA and circRNA

Differential expression analysis of miRNA and circRNA followed the basic DESeq2 process with a threshold of *p* < 0.05. Using the 348 backtracking miRNAs and 140 DEmiRNAs of the PVN, 35 node miRNAs (nmiRNAs) were further screened out. Using the combination of miRanda, PITA, and RNAhybrid to predict mRNA regulated by the 35 nmiRNAs gave a total of 5,816 mRNAs, among which 444 were DEmRNAs with their GO and KEGG results representing functional enrichment of nmiRNA. Moreover, considering the opposite trends between miRNA and its targeted mRNA, only 164 mRNAs were filtered out and an nmRNA-nmiRNA interaction network was constructed. Similarly, because circRNA theoretically follows the same trends compared with mRNA and the opposite trends compared with miRNA, 189 circRNA-miRNA-mRNA correspondence pathways were further explored. Novel circRNA sequences were aligned with circAtlas 2.0, and 96% of the tested novel circRNA had over 99% similarity compared with the database.

### 2.11. Statistical analysis

GraphPad Prism 7 software (GraphPad Software Inc., San Diego, CA, United States) was used for the statistical analysis. One-way analysis of variance (ANOVA) followed by Tukey’s test or Dunnett’s multiple comparisons test was used to compare the differences between groups. *p* < 0.05 was considered statistically significant for all analyses. All results are presented as the mean ± standard error of the mean (SEM).

## 3. Results

### 3.1. EA alleviated surgical trauma-induced hyperactivity of the HPA axis by affecting gene expression in the CEA and PVN

To clarify the treatment effect of EA on surgical trauma, we first constructed the HT + EA rat model in which EA treatment was performed pre-operatively and post-operatively to relieve surgery-induced HPA axis dysfunction (Figure 1A). The effectiveness of EA was preliminarily evaluated by detecting HPA-related markers, including CRH, ACTH, and CORT. We found that both CRH mRNA and protein in the PVN increased in the HT group but were significantly decreased in the HT + EA group (Figures 1B,C). In addition, there was a similar tendency between the changes of serum hormones (ACTH, CORT) and hypothalamic CRH (Figures 1D,E). Taken together, these results indicated that surgery caused hyperactivity of the HPA axis and that the dysfunction could be relieved by EA.

**Figure 1:**
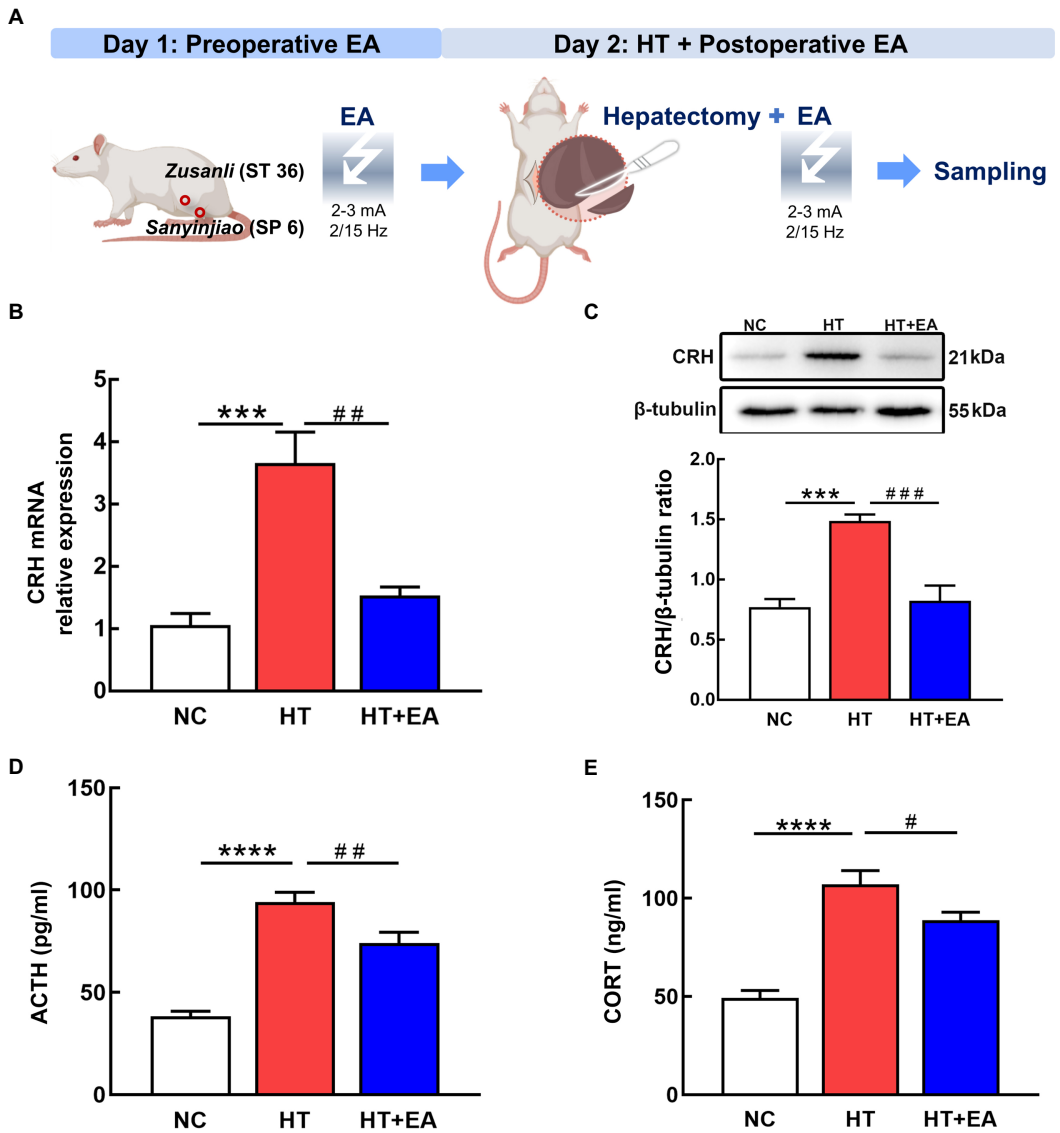
EA relieved the surgery-induced hyperactivity of the HPA axis. **(A)** Flow chart of the HT-induced stress rat model and EA treatment. **(B,C)** Quantification of CRH mRNA and protein detected by RT-PCR and western blot. **(D,E)** Serum levels of ACTH and CORT as measured by ELISA. Data are shown as the mean ± SEM. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, versus the NC group. ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, and ^####^*p* < 0.0001 versus the HT group.

RNAseq was used to investigate changes in gene expression profiles in the central nervous system after HT and EA treatment (Figure 2A). The two crucial neuroendocrine nuclei, CEA and PVN, were used to construct the circRNA-miRNA-mRNA interaction network and for the further network analysis. The CEA and PVN were clearly distinguished in the PC1 dimension of the PCA, and different subgroups including NC, HT, HT + EA, and HT + SEA were also independently clustered (Figure 2B). The DEmRNAs were further screened by DESeq2 and shown in volcano plots (Figure 2C). A total of 1,246 DEmRNAs were identified in the CEA, with 392 up-regulated (HTu) and 308 down-regulated (HTd) comparing the HT and NC group, and 349 up-regulated (EAu) and 297 down-regulated (EAd) comparing the HT + EA and HT group (Supplementary Sheet 1). A total of 2,725 DEmRNAs were identified in the PVN, with 1,265 HTu, 718 HTd, 197 EAu, and 545 EAd (Supplementary Sheet 1). A hierarchical clustering heatmap showed a similar gene expression pattern between the NC and HT + EA groups, while obvious differences were observed comparing HT with either the NC or HT + EA groups (Figures 2D,E). Taken together, it appeared that the effect of EA on alleviating surgery-induced HPA axis hyperactivity was correlated to the gene expression profiles in the CEA and PVN.

**Figure 2:**
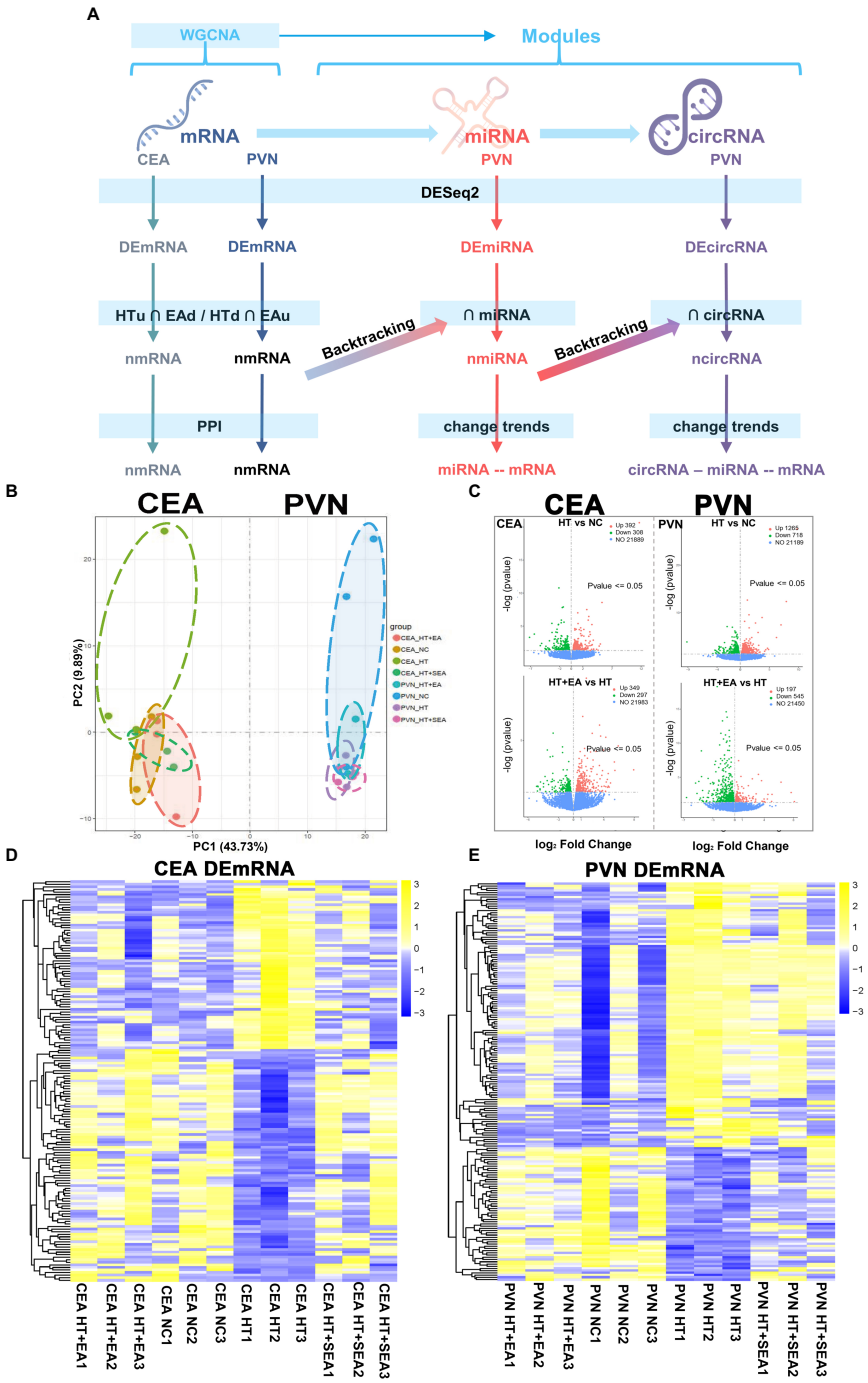
EA at Zusanli (ST36) and Sanyinjiao (SP6) altered the gene expression patterns in the CEA and PVN. **(A)** Flow chart of the analytical process from raw RNAseq data. **(B)** PCA of the CEA and PVN. **(C)** Volcano plots of transcribed genes with a *p* value < 0.05 and |log_2_ (Fold Change) | > 0. **(D,E)** Cluster heatmap of DEmRNAs in the CEA and PVN. Data is available from NCBI GEO: GSE214276, GSE214277, GSE214278, and GSE214279.

### 3.2. Identification of EA-related nmRNA in the CEA and PVN

To further investigate the potential targets of EA in ameliorating HPA axis hyperactivity, we filtered differentially expressed mRNA with opposite trends after HT and EA treatments (Figures 3A,B). The nmRNAs were defined as genes that had opposite expression changes after HT and HT + EA. A total of 157 nmRNAs were identified in the CEA and 179 in the PVN (Supplementary Sheet 2).

**Figure 3:**
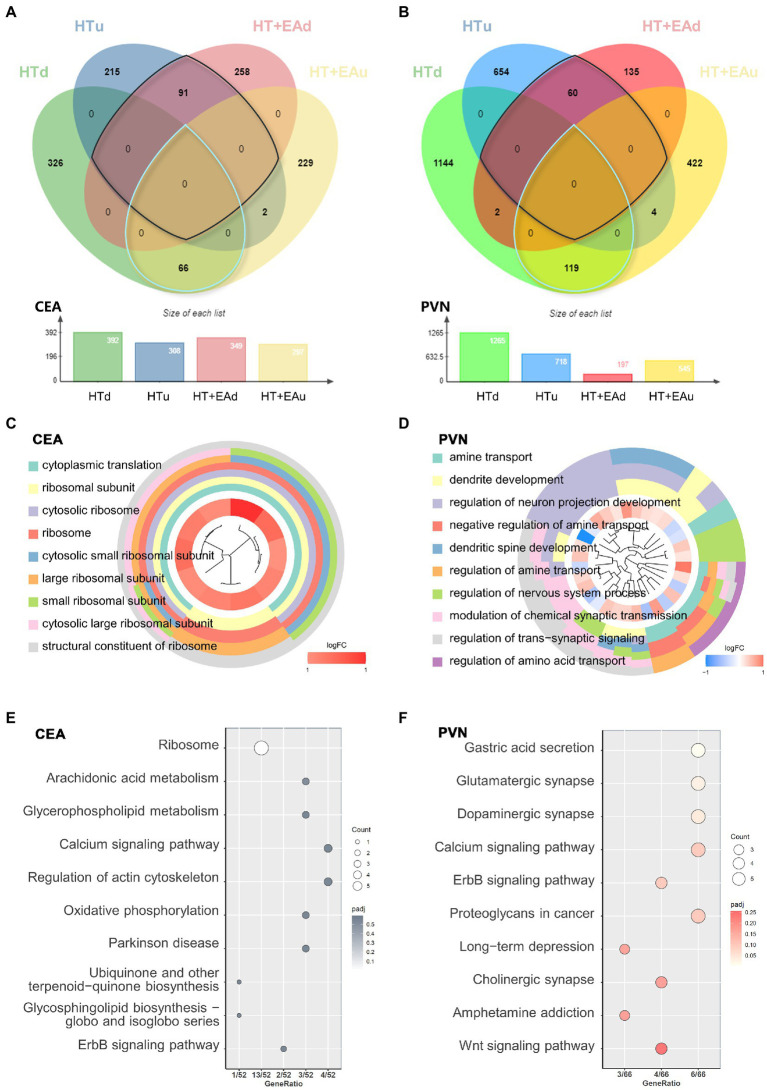
Transcriptional patterns and functional enrichment analysis. **(A,B)** Venn diagrams showing the overlap of DEmRNAs among the HTu, HTd, EAu, and EAd groups. **(C,D)** GO cluster and **(E,F)** KEGG pathway analysis of DEmRNAs in the CEA and PVN.

GO and KEGG functional enrichment analyses were carried out to identify the potential functions of nmRNAs in both the CEA and PVN. The results of GO clustering showed that nmRNAs in the CEA were mainly related to ribosomal activities such as the cytosolic ribosome and the large ribosomal subunit (Figure 3C). The common biological functions of nmRNAs in the PVN were mostly related to neuron activities such as the regulation of neuron projection development and the modulation of chemical synaptic transmission (Figure 3D). KEGG analysis in the CEA pointed to pathways represented by the ribosome, arachidonic acid, glycerophospholipid metabolism, calcium signaling pathways, etc. (Figure 3E), while KEGG analysis in the PVN showed associations with glutamatergic synapse, dopaminergic synapse, and the calcium and ErbB signaling pathways (Figure 3F). Notably, calcium and ErbB signaling pathways were two overlapping pathways between the CEA and PVN. Other predominant distinctive pathways indicated by either GO or KEGG analysis suggest that EA has different effects in the CEA and PVN to ameliorate HPA axis dysfunction after surgical trauma (Supplementary Sheet 2). In conclusion, the underlying mechanisms through which EA treatment alleviates surgical trauma-induced neuroendocrine disorders may be through changes in ribosomal activity and protein translation in the CEA and changes in neurotransmitter and synapse function in the PVN.

### 3.3. WGCNA distinguished six EA-related modules in the PVN

We constructed PPI networks to better visualize the details of the functional nmRNAs involved in the EA treatment. In the CEA, mainly ribosomal proteins made up the hub genes and network proteins (Figures 4A,C). In the PVN, the networks showed more complexity and were clearly clustered into several subgroups (Figures 4B,D). First, *CRH* interacted with *somatostatin*, *Crhr2*, and thyrotropin-releasing hormone (*TRH*) to form an HPA axis and neuroendocrine-related sub-network. Second, synapse remodeling and growth-related genes formed another sub-network, including calcium-dependent protein kinase II alpha (*Camk2a*), *β-actin*, and synaptic Ras GTPase activating protein 1 (*SYNGAP1*). In addition, ErbB signaling in the CEA was characterized by *Erbb4* and calcium signaling in the PVN was characterized by *Camk2a* in the PPI network. Therefore, compared to the changes in ribosome activity and translation in the CEA, EA mainly affected *CRH* as an indicator of neuroendocrine and synapses remodeling in the PVN, indicating that the PVN may play a more important role than the CEA in mediating the effects of EA on alleviating neuroendocrine dysfunction.

**Figure 4:**
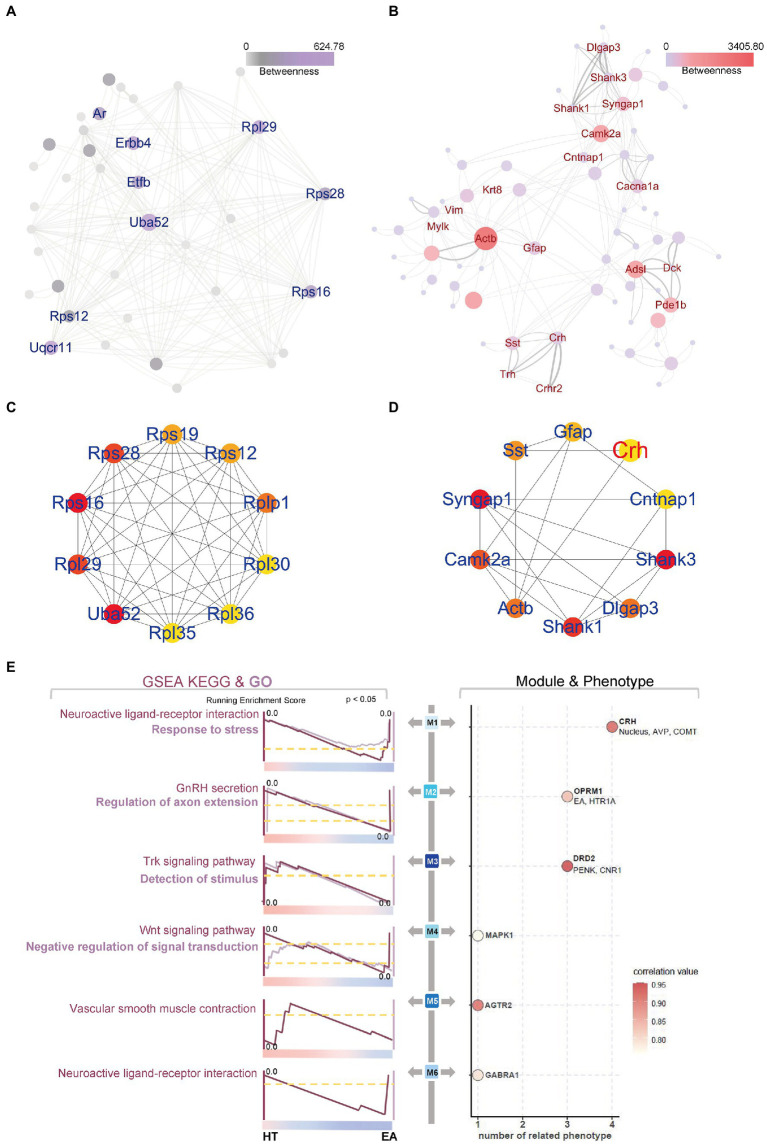
PPI networks and WGCNA further explored EA’s effect on the PVN. **(A,B)** PPI and **(C,D)** Hub genes of DEGs in the CEA and PVN were identified using online STRING tools and the Cytoscape App *CytoHubba*. **(E)** WGCNA and GSEA identified six different modules with specific functions. The top enriched GSEA terms are shown, and the color bar indicates the correlation value. The line thickness and circle size in **(B)** indicated the combined score and betweenness auto-calculated by the Cytoscape software, representing the connectivity between two nodes.

To further assess the distinct gene expression patterns in the PVN and CEA, WGCNA was applied using 23 sequencing databases for all groups (Figure 4E). Six essential modules were clustered with close relationships to surgical trauma, nucleus location, or EA treatment. As a result, several neuroendocrine markers stood for M1 to M6, including *CRH*, opioid receptor mu 1 (*OPRM1*), dopamine receptor D2 (*D2R*), mitogen-activated protein kinase 1 (*MAPK1*), angiotensin II receptor type 2 (*AGTR2*), and gamma-aminobutyric acid type A receptor alpha1 subunit (*GABRA1*), respectively. Four modules were related to the positive neurotransmitter regulators, while M6 was related to negative neurotransmitter regulation and M4 was related to the MAPK signaling pathway. Moreover, M1 and M2 also correlated with other factors, indicating the multifactorial synergistic effect, such as arginine vasopressin (*AVP*) and catechol-O-methyltransferase (*COMT*), which were co-expressed with *CRH* in M1, and hydroxytryptamine receptor 1A (*HTR1A*), which was co-expressed with *OPRM1* and was most strongly related to EA in M2.

Moreover, GSEA was used to perform the functional enrichment of M1–M6 based on curated gene set 2 (including KEGG analysis) and curated gene set 5 (including GO analysis) of the Molecular Signatures Database (v7.5.1). The weighted functional enrichment calculated by GSEA supplemented each module with specific potential biological functions (Figure 4E). It was obvious that EA could down-regulate the stress response induced by surgical trauma in each module because all of the peaks for the enrichment scores appeared close to HT. Several types of regulation patterns were revealed in the different modules. First, EA could act through neuroactive ligand-receptor interactions, as represented by positive *CRH* in M1 and negative *GABARA1* in M6. Second, certain signaling pathways were involved in the regulation of neurotransmitters, including *Trk* signaling in M3 and *Wnt* signaling in M4. Third, M2 seemed to correlate with the secretion of gonadotropin-releasing hormone (*GnRH*) in addition to *OPRM1* and *HTR1A*. Lastly, M5 was mainly related to neurovascular regulation through *AGTR2*. Thus, the six EA-related modules were clustered to better explain the multifaceted influence of EA on surgical trauma.

### 3.4. Construction of miRNA-mRNA networks in the PVN

Based on the findings of EA-related nmRNAs and modules in the PVN, the regulation of target mRNA by miRNA was further explored. 

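Small RNA from the PVN and the CEA was sequenced in 24 libraries, 3 for each of the 4 treatments in each nucleus. NC rats had no hepatectomy, HT rats underwent partial hepatectomy, HT + EA rats also received electroacupuncture, and HT + SEA rats had needles placed without current. The tissue was taken 24 h after the last session. The authors deposited the number of reads counted on each miRNA in each library, without normalization, for 703 known rat miRNAs and 395 predicted miRNAs that carry only a number. In the PVN, between 6584345 and 10668808 reads per library were counted on miRNAs in the NC group, between 8789556 and 11050725 in the HT group and between 12134529 and 14828269 in the HT + EA group. A count of 3, taken as the smallest number of reads that shows a miRNA, equals 0.456 CPM (counts scaled by the library size) in the smallest of these libraries and 0.202 in the largest, and these limits cover counting error only. Counts were compared between the 2 groups of each comparison with edgeR's quasi-likelihood test after TMM normalization, over every miRNA with at least 1 read in the libraries compared. A miRNA is called here at an unadjusted p under 0.05, the threshold of the paper, and the number at a Benjamini-Hochberg adjusted p under 0.05 is given beside it. Values in CPM are means with the SD over 3 libraries.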

Using miRNA target gene prediction software (miRanda, PITA, and RNA hybrid), 348 miRNAs were predicted from 179 nmRNAs screened in the first stage (Supplementary Sheet 3), followed by taking the intersection with 140 DEmiRNAs. 

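In the PVN, 107 of 986 miRNAs tested were called between the HT and NC groups, 47 higher and 60 lower after HT, where a test on unchanged miRNAs would call about 49. Of these, 32 had an adjusted p under 0.05, a number that rests on how the spread between replicates was estimated, because the fit drew that spread almost wholly from all miRNAs together (478 prior degrees of freedom, against 4 from the libraries). Between the HT + EA and HT groups, 112 of 985 miRNAs were called, 55 higher and 57 lower after EA, 10 of them at an adjusted p under 0.05. Apart from stricter thresholds, the alternative that moved the first count most was edgeR's filterByExpr filter on low counts, which left 509 miRNAs and called 65, with 1 at an adjusted p under 0.05. Libraries of the HT and HT + EA groups with the same replicate number varied together (r = 0.21 across miRNAs, which are not independent replicates), and with the replicate number as a block the second comparison called 127 miRNAs, 30 at an adjusted p under 0.05. The 30 also rests on the spread estimate, because the block fit had infinite prior degrees of freedom, against 2 from the libraries. The 2 comparisons together gave 174 DEmiRNAs, 149 known and 25 without a reference name, and 111 of them are among the paper's 140. DESeq2, the tool the paper names, gave 121 DEmiRNAs, of which 111 are among the 140. Both comparisons called 45 miRNAs, and all 45 changed in opposite directions, 21 lower and 24 higher after HT. Both comparisons use the same 3 HT libraries, so a miRNA that is by chance high or low in them tends to show opposite signs.

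**Figure D1:**
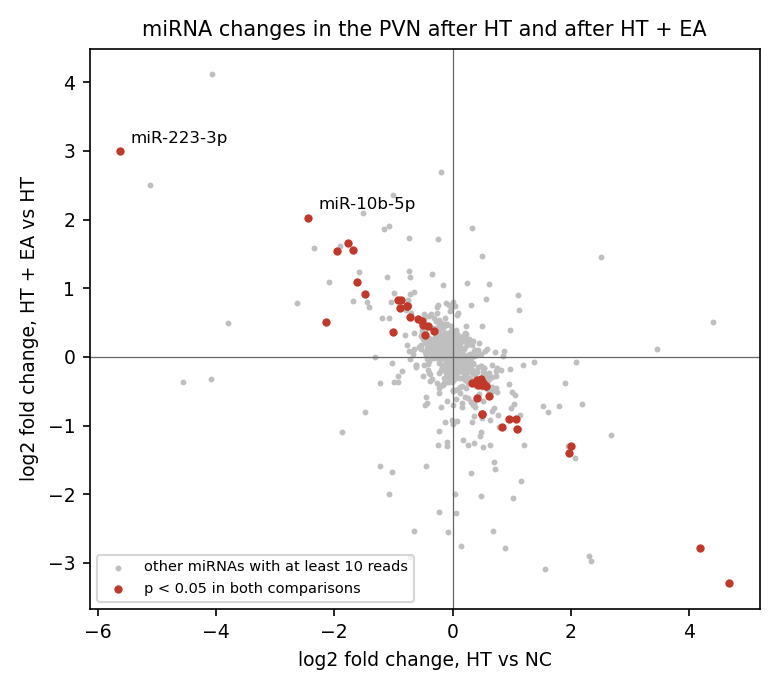
Each point is 1 miRNA in the PVN, with the log2 fold change of HT against NC on the horizontal axis and that of HT + EA against HT on the vertical axis. The 45 red points, called in both comparisons, lie in the upper left (21) and lower right (24), and the 672 grey points are the other miRNAs with at least 10 reads.

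The smallest adjusted p after HT was that of miR-223-3p, at 1.30 ± 0.202 CPM (SD, n = 3) in the HT group and 64.8 ± 36.6 in the NC group. Its log2 fold change was -5.62 (standard error 0.289), and ranged from -5.648 to -2.335 over the alternatives. The adjusted p was 2.0e-59 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 0.0615 over the alternatives. The level of miR-223-3p rose to 10.5 ± 1.54 CPM after EA, a log2 fold change of 3.00 (standard error 0.275). The next was miR-10b-5p, with a log2 fold change of -2.44 after HT and 2.03 after EA. Its level varied strongly in the NC group, at 197 ± 153 CPM with 467 to 2260 reads, against 36.1 ± 7.45 CPM in the HT group, and the fall ranged from -2.92 to -1.78 over the fits that left out a library and shrank to -0.47 with DESeq2's fold-change prior. The adjusted p was 1.3e-25 from edgeR's test, and up to 0.404 over the alternatives. It was followed by miR-206-3p, with -2.14 after HT, whose level in 1 NC library, 91.8 CPM, was far above the 26.1 and 33.1 CPM of the other two NC libraries. The fall of miR-200a-3p, -1.76, shrank to -0.44 in one of the fits that left out a library, and that of novel_1137 rests on 77 reads in 1 NC library against 2 or fewer in the other libraries compared. After EA, miR-219a-5p fell by 0.94 on the log2 scale, and miR-29b-3p and miR-3587, which have nearly identical counts in every library and so are 1 measurement, fell by 0.84.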

The 35 intersected miRNAs, referred to as nmiRNAs, were selected for further investigation. Similarly, targeted mRNAs were predicted based on the 35 nmiRNAs, followed by taking the intersection with DEmRNAs, which ultimately resulted in 444 mRNAs (Figure 5A).

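Of the 174 DEmiRNAs, 49 are among the 348 miRNAs predicted by the paper, and 29 of these 49 are among the paper's 35 nmiRNAs. Against the known miRNAs with at least 10 reads in the PVN libraries of these 3 groups as background (616 miRNAs), 28.1% of the called miRNAs and 24.9% of the others were predicted (odds ratio 1.18, p = 0.449, two-sided Fisher's exact test, with miRNAs not independent of each other). The odds ratio was below 1 with DESeq2's calls, at 0.919. The paper lists 18 of the 35 nmiRNAs as changed after HT and 23 as changed after EA, 6 of them in both comparisons. The median size of their log2 fold changes was 0.43 in the first comparison and 0.41 in the second. Of the 18, 13 were called with the paper's sign, 2 of them at a Benjamini-Hochberg adjusted p under 0.05 over all miRNAs tested and 12 when adjusted over the list alone. Of the 23, 22 were called with the paper's sign, 1 at an adjusted p under 0.05 over all miRNAs and 22 over the list. Because the list is made of the paper's own calls on the same libraries, the counts over the list show no stability. The groups did not overlap for 14 of the 18 and 19 of the 23. Chance gives 10% for miRNAs not chosen by their change, which these were, so that rate does not apply to them, and no exact permutation test of 3 libraries against 3 can give a two-sided p below 0.1.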

**Figure 5:**
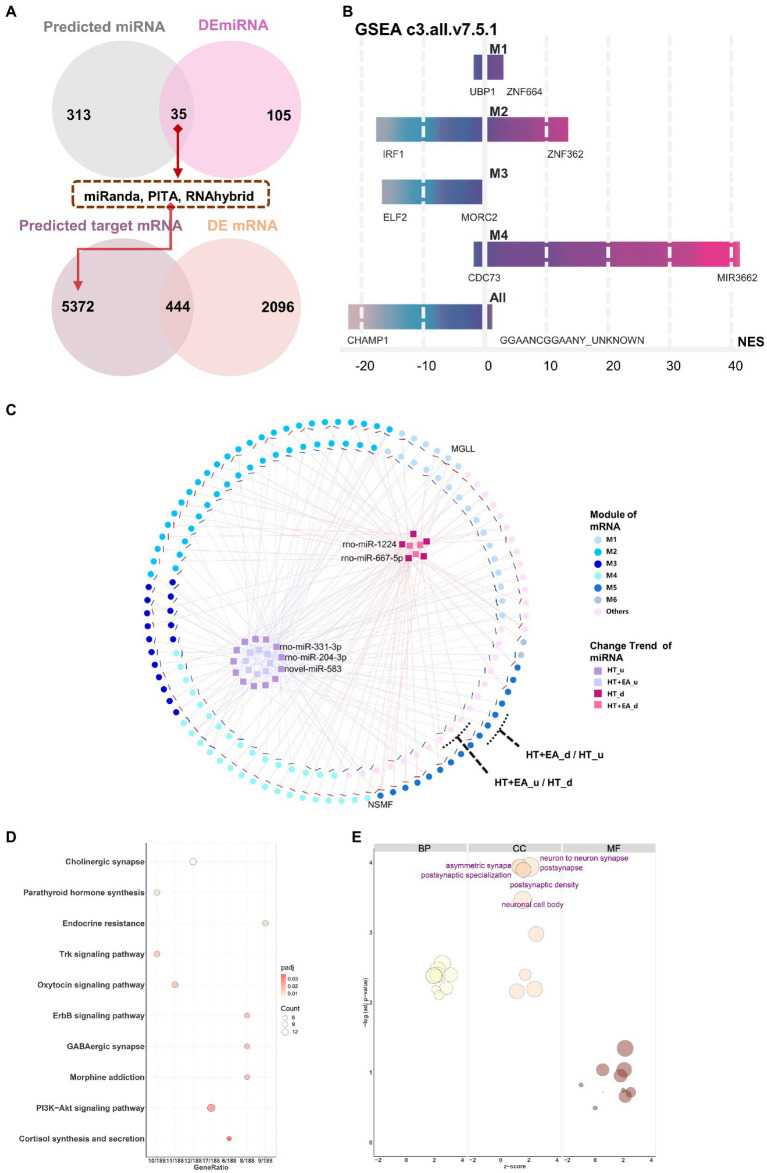
Interaction networks of nmiRNAs and functional enrichment analysis. **(A)** The data flow shows the overlaps for filtering out the nmiRNAs and the targeted genes. **(B)** Potential gene target prediction for six modules using the GSEA curated gene set C3 database (Molecular Signatures Database v7.5.1). M5 and M6 were omitted because of the small number of genes in the sets. **(C)** Interaction networks showed miRNAs with different change trends distributed among the six gene modules, including HT up-or down-regulated (HTu and HTd) and EA up-or down-regulated (EAu, EAd). The top 5 weighted miRNAs were labelled based on their degree of connection with mRNA. **(D,E)** KEGG and GO functional enrichment analysis of miRNA-targeted mRNAs.

Functional enrichment analysis and interaction networks were used to explore the function of the 35 nmiRNAs. Curated gene set 3 (regulatory target gene sets) of the GSEA was initially used to detect potential targets of transcription factors or miRNAs for each module. Using the threshold of FDR < 25% and value of *p* < 0.05, only modules M1–M4 were enriched for gene sets (Figure 5B). The most significantly enriched results in both M1 and M2 were related to zinc finger protein-targeted genes, which meant that there was co-regulation of miRNA on the common targeted mRNA binding sites between surgery-induced stress and HT + EA treatment. Furthermore, miRNA-mRNA interaction networks were constructed to better visualize the complex relationships among nmiRNAs, mRNAs, and each module (Figure 5C).

Comparing data collected after HT and HT + EA treatment, the mRNAs with opposite trends were considered to be closely clustered as two outer rings. Two mRNAs – monoglyceride lipase (*MGLL*) and NMDA receptor synaptonuclear signaling and neuronal migration factor (*NSMF*) – were outstanding due to the opposing effects of EA and HT. 

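Of the miRNAs that the paper links to *MGLL*, the gene of monoglyceride lipase, rno-miR-3548 was counted with only 11 to 50 reads per library in the NC and HT groups. It was at 1.17 ± 0.209 CPM (SD, n = 3) in the HT group and 3.22 ± 1.31 in the NC group, with no overlap between the groups. Its log2 fold change after HT was -1.48 (standard error 0.423, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.0155 to 0.291 over the alternatives), and it was called in each of the 6 fits that left out 1 library. After EA it rose by 0.91 on the log2 scale (standard error 0.399, adjusted p = 0.349 from the same edgeR test, with its range over the alternatives from 0.264 to 0.396) and was called in 7 of 12 alternatives. The rise was called in 4 of the 6 fits that left out 1 library, and ranged from 0.38 to 1.13 over them. The more abundant rno-miR-92b-3p was at 502 ± 22.5 CPM in the HT + EA group and 394 ± 31.6 in the HT group. Its log2 fold change after EA, 0.35 (standard error 0.117), was called in all 12 alternatives and in all 6 fits without 1 library, with an adjusted p of 0.169 in edgeR's test and from 0.109 to 0.294 over the alternatives. After HT it was not called, with a log2 fold change of -0.13 (standard error 0.158).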

*MGLL* was up-regulated by rno-miR-3,548 after HT and down-regulated by rno-miR-92b-3p after EA, thus showing involvement of the endocannabinoid signaling pathway to relieve pain. Similarly, *NSMF* was up-regulated by rno-miR-3,099, rno-miR-667-5p, and rno-miR-1,224 after HT and down-regulated by rno-miR-328a-3p after EA, which was related to NMDA-sensitive glutamate receptor signaling and long-lasting remodeling of neural dendrites and spines. 

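Among the miRNAs linked to *NSMF*, rno-miR-3099 had the largest change. It was at 85.0 ± 3.28 CPM (SD, n = 3) in the HT group and 121 ± 17.4 in the NC group, a log2 fold change of -0.51 (standard error 0.184, adjusted p = 0.121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.0269 to 0.328 over the alternatives). After EA it returned to 121.7 ± 7.18 CPM, a rise of 0.52 (standard error 0.133, adjusted p = 0.0518 in edgeR's test, from 0.00597 to 0.114 over the alternatives). The changes of rno-miR-667-5p and rno-miR-1224 after HT were smaller, both -0.36 on the log2 scale, with standard errors of 0.202 and 0.176. The first was not called, although its HT libraries were all below its NC libraries, but it was called in 6 of 12 alternatives, DESeq2 among them. The second was called, in 8 of 12 alternatives and in 2 of the 6 fits without 1 library, with overlapping groups. Neither was called after EA, where the log2 fold changes were 0.22 (standard error 0.149) and 0.06 (standard error 0.134). After EA, rno-miR-328a-3p rose from 2106 ± 174 to 2473 ± 162 CPM, a log2 fold change of 0.23 (standard error 0.108, adjusted p = 0.407 in edgeR's test, from 0.325 to 0.491 over the alternatives). That call was made in 5 of 12 alternatives and in 1 of 6 fits without 1 library. After HT, rno-miR-328a-3p was not called, with a log2 fold change of 0.18 (standard error 0.135), in the same direction as after EA.

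**Figure D2:**
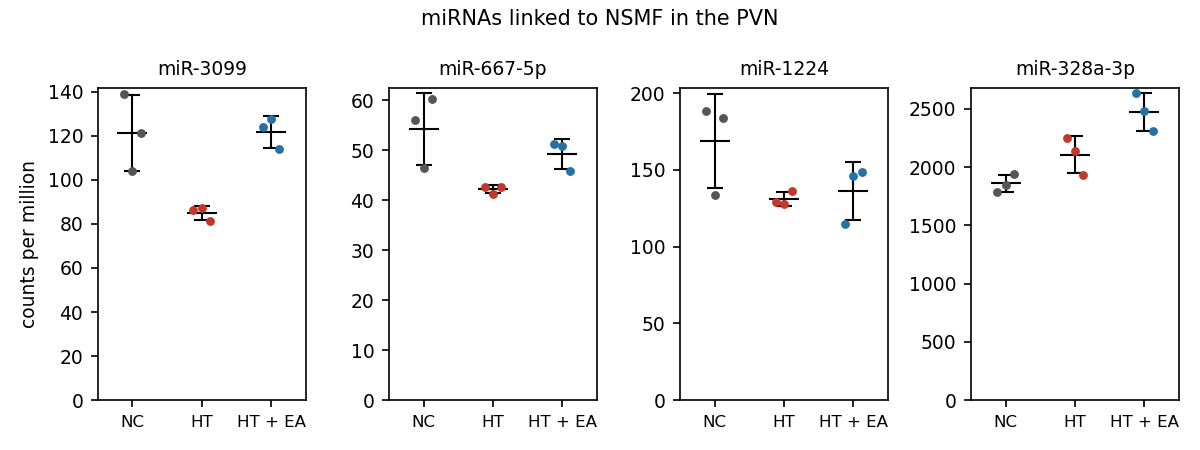
CPM of the 4 miRNAs in each PVN library of the NC, HT and HT + EA groups, with the mean and SD of 3 libraries as a bar (HT + EA values normalized together with HT, NC and HT values together). For miR-3099, miR-667-5p and miR-328a-3p every HT + EA library lies above every HT library.

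The paper kept the pairs of a miRNA and a predicted target mRNA that changed in opposite directions. It states that the miRNAs linked to *NSMF* raised it after HT or lowered it after EA.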

The 35 nmiRNAs composing the inner two clusters contained the 5 labeled top-weighted miRNAs, including miR-1224, miR-667-5p, miR-331-3p, miR-204-3p, and novel miR-583. In addition, M2 had the greatest proportion of genes regulated by nmiRNAs, indicating the considerable importance of miRNA regulation of mRNA in response to EA treatment during surgery. In addition to the interaction networks, KEGG and GO analyses were further performed to characterize the function of the 35 nmiRNA-targeted mRNAs. 

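Of the 3 labelled miRNAs without a link to *NSMF* in the text, miR-331-3p was at 59.6 ± 14.01 CPM (SD, n = 3) in the HT group, 44.1 ± 3.00 in the NC group and 46.9 ± 3.39 in the HT + EA group. It was called in both comparisons, with a log2 fold change of 0.43 after HT (standard error 0.201) and -0.34 after EA (standard error 0.164), but its groups overlapped and the calls were made in 3 and 2 of the 6 fits without 1 library. The log2 fold change of miR-204-3p after HT was 0.53 (standard error 0.247), from 10.1 ± 0.753 to 14.6 ± 1.98 CPM, and all 12 alternatives called it but only 2 of 6 fits without 1 library. It was not called after EA, at -0.17 (standard error 0.194). Neither had an adjusted p under 0.05 in edgeR's test or in any alternative. Predicted miRNA novel_583 was listed with 0 reads in all 3 NC libraries, 1 to 5 in the HT libraries and 0 to 1 in the HT + EA libraries. The HT mean of 0.346 CPM lies below the 0.381 that 3 reads give in the NC group, so although it was called, and is counted as such above, the size of its change after HT was not resolved at this depth. With so few reads in the HT libraries, that after EA was not resolved either.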

The top enriched KEGG pathway pointed to more specific types of synapses, such as cholinergic, oxytocin, GABAergic, and morphine, together with the ErbB, Trk, and PI3K-Akt signaling pathways (Figure 5D). The top enriched GO terms were mainly related to synapse remodeling and postsynaptic function (Figure 5E).

### 3.5. circRNA-miRNA-mRNA networks in the PVN

Considering the comprehensive relationship among circRNA, miRNA, and mRNA, the trends in changes in circRNA should be consistent with mRNA, while changes in miRNA should be the opposite of mRNA. Filtering by these rules removed 44 node circRNAs (ncircRNAs) out of 80 differentially expressed circRNAs backtracked from nmRNAs, and a total of 401 ncircRNA-nmiRNA-nmRNA networks were constructed (Figure 6A). 

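The paper's network of circRNAs, miRNAs and mRNAs holds 38 miRNAs in 41 entries, 23 of these miRNAs among the 35 nmiRNAs. The change of the miRNA had the paper's sign in all 41 entries, and 33 were called here. These entries are the paper's own calls on the same libraries, so the signs show no stability. In the part where mRNAs fell after HT (HTd), 19 miRNAs had positive log2 fold changes with a median of 0.43, and 15 were called, 4 at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's test. For mRNAs that rose after HT (HTu), the 7 miRNAs fell, with log2 fold changes from -1.62 to -0.33, and 4 were called, 3 at an adjusted p under 0.05. Among the latter, miR-200a-5p is also listed for epithelial or pituitary cells and miR-34c-5p for ciliated ependyma and choroid plexus. A difference in dissection is not excluded for them. For mRNAs that fell after EA (EAd), all 8 miRNAs rose and were called, with log2 fold changes from 0.27 to 1.90. For mRNAs that rose after EA (EAu), the 7 miRNAs fell, with log2 fold changes from -1.31 to -0.16, and 6 were called. No miRNA of the EAd and EAu parts had an adjusted p under 0.05 over all miRNAs tested, against 8 and 6 at the unadjusted threshold. The HTd entries miR-29b-3p and miR-3587 have nearly identical counts and are 1 measurement.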

Similar to the nmiRNA-mRNA network, the mRNAs with opposite change trends formed two outer rings, and nmiRNAs with the same change trends separately formed two inner clusters. Similar to the impact of nmiRNA regulation in different modules, M2 also had the largest proportion of genes regulated by ncircRNAs. Moreover, the top 2 weighted ncircRNAs, which were ADRB2 and OPRM1 regulators, were found to be related to M2, indicating that EA may exert its effect at least partly through circRNAs to regulate the stress and pain responses caused by surgical trauma. However, circRNA-regulated mRNAs only accounted for about 5% (117/2540) of the total DEmRNAs, indicating little effect of circRNAs in mediating the effects of EA treatment.

**Figure 6:**
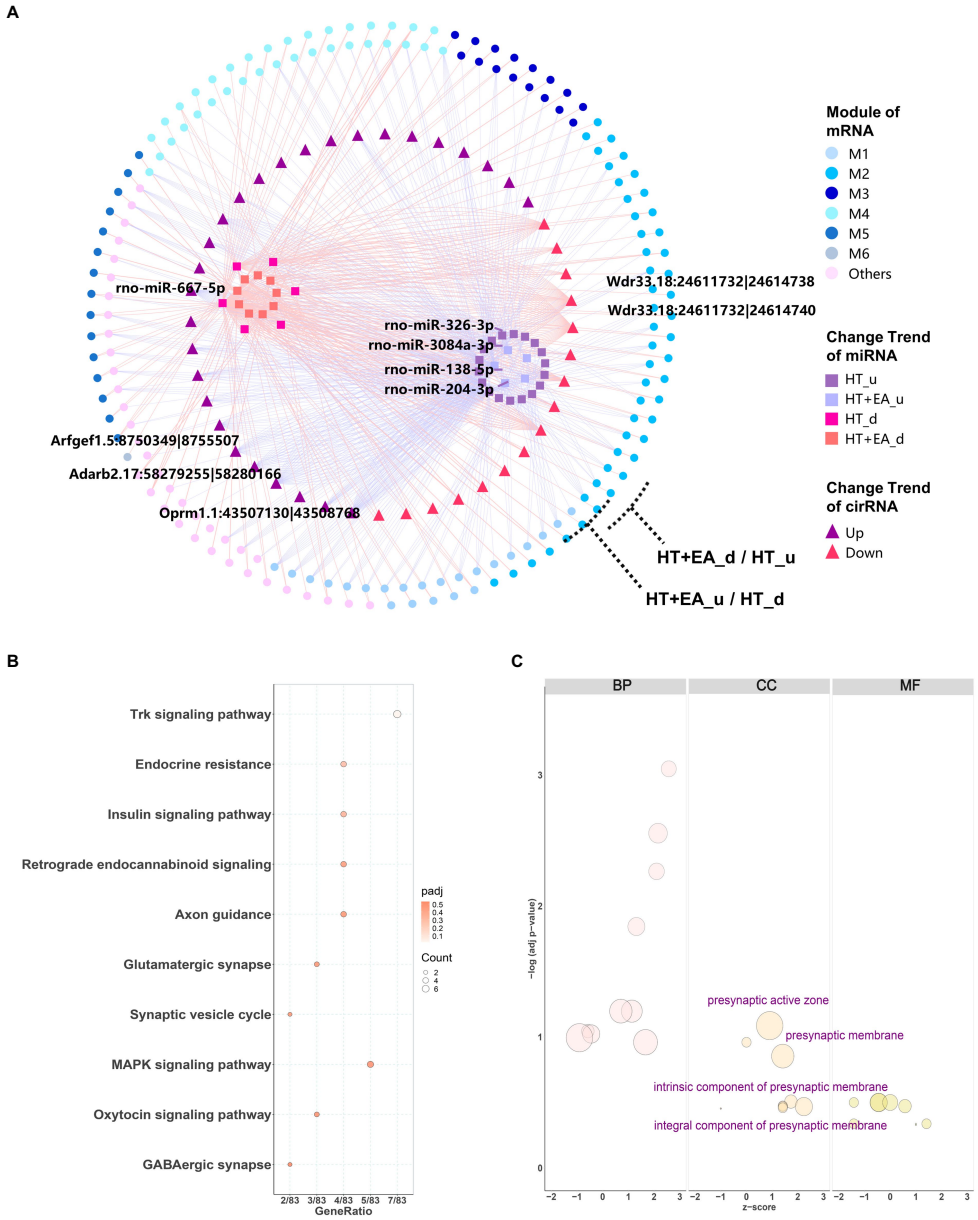
Interaction network and functional enrichment analysis of ncircRNA. **(A)** The circRNA-miRNA-mRNA interaction network showing circRNAs distributed among the six gene modules was composed of 44 circRNAs (squares), 38 miRNAs (triangles), and 399 mRNAs (circles). The top 5 weighted circRNAs and miRNAs were labelled based on their degree of connectiveness. **(B,C)** KEGG and GO functional enrichment analysis of circRNA-targeted mRNAs.

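Of the miRNAs labelled in Figure 6A, miR-326-3p fell after EA from 173 ± 32.7 to 138 ± 7.51 CPM (SD, n = 3), a log2 fold change of -0.33 (standard error 0.139, adjusted p = 0.323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.24 to 0.348 over the alternatives). The groups overlapped. The call was made in all 12 alternatives and in 4 of the 6 fits without 1 library. After HT its log2 fold change was 0.22 (standard error 0.175), and none of the 12 alternatives or the 6 fits without 1 library called it.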

Functional enrichment analysis was also performed for the target genes regulated by ncircRNAs. KEGG analysis showed several more specific types of synapses, including endocannabinoid and glutamatergic synapses, as well as the Trk, insulin, and MAPK signaling pathways (Figure 6B). On the other hand, GO cellular component terms were shown to be related to presynapsis (Figure 6C), indicating that circRNAs regulate different aspects of cellular activities compared with miRNAs.

## 4. Discussion

Dysfunction of the HPA axis has been suggested to be vital in the presence of surgery-induced stress, and this can be alleviated by EA treatment. The present study focused on the overall transcriptomic changes of two stress-related brain nuclei. Compared to the CEA, the transcriptional signature of the PVN was shown to be more closely associated with the effect of EA on the HPA axis, which is mainly responsible for neuron projection development and modulation of chemical synaptic transmission. In our HT rat model, network analysis revealed the possibility of EA acting through *OPRM1* and related circRNAs together with negatively regulating the sympathetic adrenergic system through *CRH* and *COMT*. Meanwhile, during EA treatment vascular contraction and dilation function mediated by *AGTR2* also synergized with neuroendocrine regulation, and negative regulation mainly functioned through GABAergic neurons. In addition, the small proportion of functional competing endogenous RNA indicated the reduced importance of indirect regulatory roles compared to direct transcription regulation (Figure 7). Sham EA remains controversial in different studies. Several parameters have been standardized for EA, including the location of acupoints, the depth of needle insertion, and the extent of electrical stimulation. We chose to remove the electrical stimulation for the SEA treatment and found little difference between SEA and HT groups, indicating the limited effects of SEA (Figures 2B,D,E). Considering the close relationship between the PVN, the CEA, and the neuroendocrine system, we selected these two brain regions for sequencing analysis. The results showed that PVN seems to be more relevant to EA function compared with the CEA. CEA function and its connectivity with the PVN remains to be further explored. Due to the limitation of transcriptome sequencing, the morphological changes and the single-cell resolution of gene regulation and neural connections were underestimated. The CEA can increase the activity of the PVN through direct projections (Davis and Shi, 1999), and neuron remodeling and epigenetic changes in the CEA can also exert effects on gene expression profiles in the PVN, especially under chronic stress conditions (McEwen et al., 2016).

**Figure 7:**
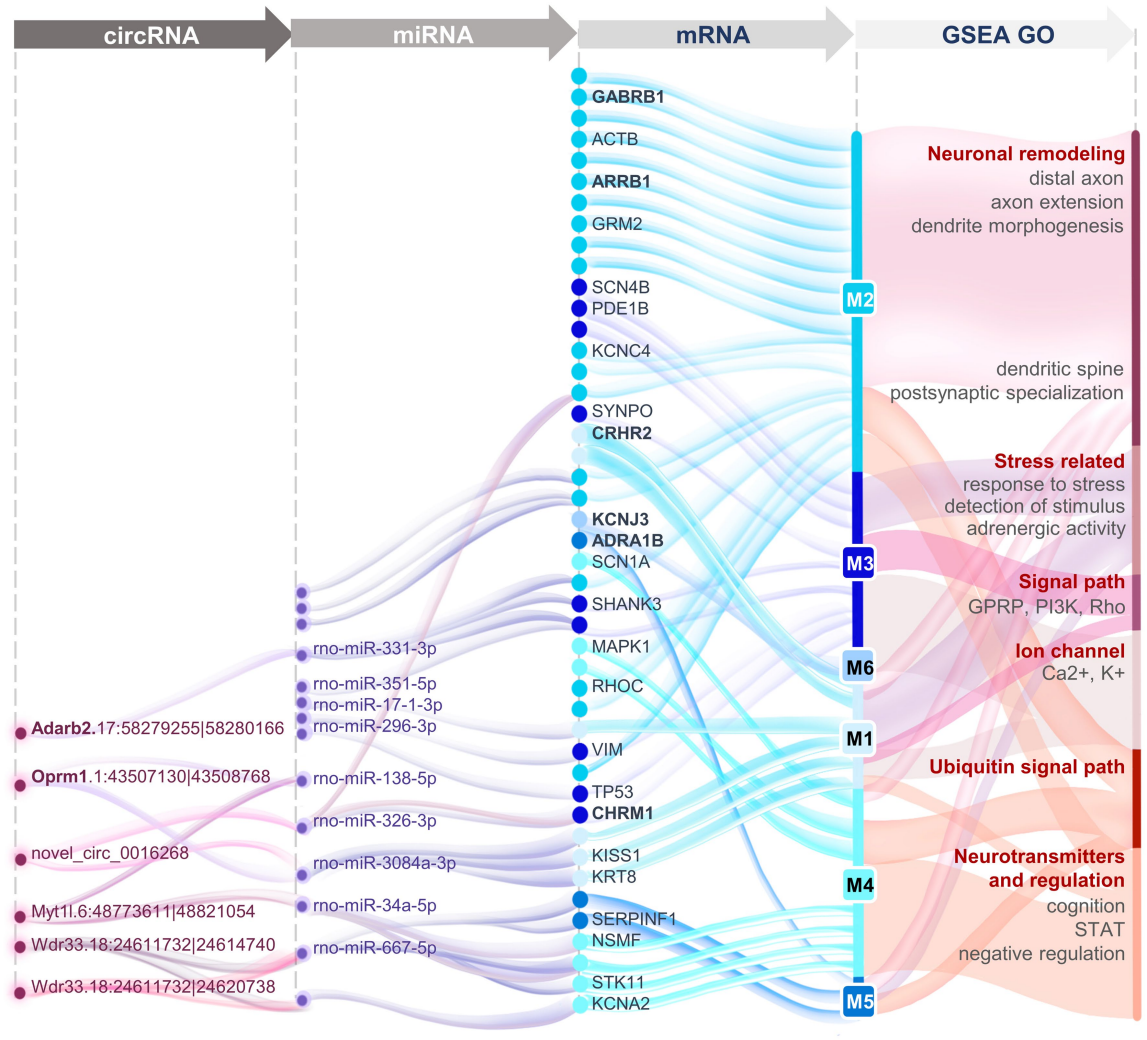
Panoramic view of the circRNA-miRNA-mRNA interaction networks in the PVN revealing the transcriptomic mechanisms of EA treatment for surgery-induced stress.

Surgery plays increasingly important roles in modern clinical practice. However, surgery-induced stress encompasses a wide range of pathophysiological changes in the sympathetic nervous, endocrine, metabolic, immune, and hematopoietic systems (Desborough, 2000). Preoperative anxiety, surgical trauma, and postoperative pain inevitably cause hyperactivity of the HPA axis (Norman et al., 2008). Subsequent effects spread widely to the peripheral organs, such as cortisol surges from the adrenal gland, glucagon released from the pancreas, and thyroxine produced from the thyroid (Chernow et al., 1987). Thus, preoperative or postoperative stress interventions are needed that incorporate analgesics, psychological and rehabilitation treatments, etc. (El-Gabalawy et al., 2019). EA performed pre-, intra-, or post-operatively has been widely used as an analgesic (Pan et al., 2017; Qiao et al., 2020), and it is also beneficial for treating stress-induced endocrine disorders and neuropsychiatric disorders including epilepsy, neurosis, and diabetes (Yi et al., 2015; Liu et al., 2017; Protto et al., 2019). Previous studies reported that EA can reduce the levels of CRH and CORT in rats suffering from weightlessness-induced stress (Zhang et al., 2015). The mechanisms of EA involve specific acupoints that correspond to specific internal organs or brain regions. Based on this theory, EA at ST 36 has been shown to drive the vagal-adrenal anti-inflammatory axis (Liu et al., 2021). In our study, we constructed the HT rat model to simulate clinical surgical trauma and verified the hyperactivity of the HPA axis. EA was then performed at ST 36 and SP 6 to relieve the hyperactivity of the HPA axis, manifested as decreased expression of hypothalamic CRH and serum ACTH and CORT.

In order to further explore the targets of EA treatment, the gene expression profiles in the PVN and CEA were determined by RNAseq. GO and KEGG analysis revealed changes in neuroendocrine-related genes in the PVN and changes in ribosome-related genes in the CEA. PPI and hub gene analysis identified *CRH*-related subnetworks, indicating that the PVN is the brain region most strongly targeted by EA. In the PVN, CRH stimulates the HPA axis to respond to the stress together with the hypothalamus-pituitary-thyroid axis, in which it has been shown that CRH can act through CRH-R2 to regulate the secretion of thyrotropes (Groef et al., 2003). SynGAP is phosphorylated by CaMKII and is regulated by the stimulation of neurons with NMDA-type glutamate receptors, although another differentially regulation mediator – CDK5 – was not detected in our model (Walkup et al., 2015). GFAP, an astrocyte marker, appeared in the Hub gene network, also indicating that remodeling of astrocytes may function in the alleviation of stress by EA (Codeluppi et al., 2021). Stress-related genes were selected and used in the subsequent WGCNA and GSEA analysis. In addition to the matched genes, others such as *prostaglandin*, *E2*, *epinephrine*, *acetylcholine*, *IL1*, and *NF-κB* were also tested but without being matched. In the *CRH*-represented M1 module, *AVP* and *COMT* were found to be significantly co-expressed, which similarly has been shown by metabolomic analysis after single EA at ST 36 (Lee et al., 2020). The *MAPK1*-represented M4 module was functionally enriched with Wnt signaling and negatively regulated for signal transduction, among which *MAPK* family members, *GluN2A*, and cAMP-response element-binding protein (*CREB*) activity along with phosphorylation of ERK were shown to be suppressed by EA in our previous study (Wang et al., 2021).

Competing endogenous RNA also has been reported to regulate the neuroendocrine activity that is involved in stress responses (Nanayakkara et al., 2020), and several lines of evidence suggest that both miRNA and circRNA are involved in the mechanisms of EA. It has been reported that the expression of hypothalamic miRNA-142 is down-regulated after hepatectomy and that this can be reversed by EA treatment (Zhu et al., 2017). It has also been shown that co-transfection with miR-212 and CREB reduces the expression of cellular CRH, while the miR-212 antagomir significantly increases the level of CRH (Tang et al., 2017). Interestingly, the two most strongly EA-related miRNA-regulated genes, *MGLL* and *NSMF*, were filtered out. *MGLL* is localized mainly in the cannabinoid receptor type 1-enriched presynaptic region, and its inhibitor can potentially be used as a treatment for pain and stress dysfunctions (Abdel-Magid, 2022). *NSMF* in the PVN is mainly related to the migration of GnRH neurons, and it plays critical roles in the central regulation of reproduction (Louden et al., 2019).

CircRNA has been shown to participate in the process of neuroendocrine dysfunction, and it is a potential diagnostic markers for several disease like endocrine tumors (Zheng et al., 2020), cardiovascular diseases (Lu and Thum, 2019), and hypertension (Shen et al., 2021). EA is reported to ameliorate stress-related depression by regulating the circRNA-miRNA-mRNA networks involved in circadian rhythms and neurotransmitter transport (Zheng et al., 2019). We found adenosine deaminase and the endogenous opioid system to be strongly corelated with circRNA regulation after EA treatment. Up to now, the database of circRNA has been widely dispersed, and there have been only limited numbers of uniform and in-depth studies. In our experiment, two circRNAs, Adarb2.17:58279255|58280166 and Oprm1.1:43507130|43508768, were found to be the most relevant to EA treatment. The Adarb circRNA was predicted to function through rno-miR-204-3p to regulate *SYNGAP1* and *CHRM 1* and through rno-miR-331-3p to regulate *SHANK3*. The Oprm1 circRNA was predicted to negatively function on three different miRNAs, including rno-miR-34a-5p, rno-miR-138-5p, and rno-miR-3084-3p, and to regulate *KISS1*, *KRT8*, *STK11*, *RHOC*, and *TP53*. 

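Of these miRNAs, rno-miR-34a-5p rose after HT from 216 ± 31.9 to 303 ± 39.6 CPM (SD, n = 3) and fell to 236 ± 12.8 after EA. The log2 fold changes were 0.49 (standard error 0.166, adjusted p = 0.0806 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.0329 to 0.419 over the alternatives) and -0.36 (standard error 0.126, adjusted p = 0.183 in edgeR's test, from 0.0897 to 0.245). Both calls were made in all 12 alternatives and in all 6 fits without 1 library. The level of rno-miR-138-5p was 335 ± 22.3 CPM in the NC group, 448 ± 112 in the HT group and 338 ± 17.6 in the HT + EA group. Its log2 fold changes, 0.42 after HT and -0.41 after EA, were called in 10 and 12 of the 12 alternatives. The calls were made in 5 and 6 of the 6 fits without 1 library. Over these fits the changes ranged from 0.17 to 0.56 after HT and from -0.53 to -0.19 after EA. The groups of both miRNAs did not overlap in either comparison, where chance gives 10% for miRNAs not chosen by their change, as these were by the paper. The files list the last of the 3 as rno-miR-3084a-3p, which had only 7 to 36 reads per library. Its log2 fold changes were 1.08 after HT (standard error 0.420) and -0.90 after EA (standard error 0.342), with overlapping groups in both comparisons.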

The circRNA of OPRM1 is highly conserved among humans and rodents and is primarily involved in the response to pain (Irie et al., 2019). Thus, the present study provides clues for miRNAs and circRNAs as potential therapeutic targets for neuroendocrine dysfunction, and these were also the underlying mechanisms of EA treatment. Further efforts are needed to develop a unified standard database for circRNAs.

This study had one limitation that should be mentioned. We only used a value of *p* threshold to filter out DEmRNAs without logFC, which otherwise could have resulted in the unexpected omission of a large proportion of important stress-related genes.

## 5. Conclusion

The transcriptomes of the PVN and CEA were determined in rat models of surgery-induced stress, and the PVN was found to be more related than the CEA to EA’s treatment effect on the central nervous system. Opioids and the adrenaline system play major roles in EA’s effects, partly regulated through their miRNAs and circRNAs. In addition, negative regulation of the vascular and GABAergic systems showed synergistic effects and thus showed the multiple targets of EA. Moreover, competing endogenous RNA appears to contribute in only a minor way to EA’s treatment effect on stress reduction. Thus, our study provides evidence for the overall gene profile expression changes and the competing endogenous RNA functions underlying the mechanisms of EA treatment.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the Ethics Committee of Fudan University in China (20190221-068).

## Author contributions

YW, WH, and ZT conceived the experiments, designed the project and protocols, and developed the collaborations. JH and JZ performed the experiments. YW and WH analyzed the data and wrote the manuscript. YF, NJ, and ZT provided scientific oversight and guidance and edited the manuscript. YW, WH, YF, and ZT are the guarantors of this work and, as such, had full access to all of the data in the study and take responsibility for the integrity of the data and the accuracy of the data analysis. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (Grants numbers 81573712 and 81973639) and supported by the Innovative Research Team of High-level Local Universities in Shanghai. We appreciate the technical support provided by the Shanghai Key Laboratory for Acupuncture Mechanism and Acupoint Function (No. 21DZ2271800).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Figures and Tables

**Table 1:** 

EA	Electroacupuncture
HPA	Hypothalamic–pituitary–adrenal
HT	Hepatectomy
NC	Normal control
RNA-seq	RNA sequencing techniques
CRH	Corticotrophin-releasing hormone
ACTH	Adrenocorticotropic hormone
CORT	Corticosterone
PVN	Periventricular nucleus
CEA	Amygdala
GABA	Gamma-aminobutyric acid
NMDA	N-Methyl-D-aspartate
miRNAs	microRNAs
circRNAs	Circular RNAs
WGCNA	Weighted Gene Co-expression Network Analysis
GSEA	Gene Set Enrichment Analysis
PCA	Principle Component Analysis
KEGG	Kyoto Encyclopedia of Genes and Genomes
GO	Gene Ontology
PPI	Protein–protein interaction
nmiRNAs	Node miRNAs
*TRH*	Thyrotropin-releasing hormone
*Camk2a*	Calcium-dependent protein kinase II alpha
*SYNGAP1*	Synaptic Ras GTPase activating protein 1
*OPRM1*	Opioid receptor mu 1
*D2R*	Dopamine receptor D2
*MAPK1*	Mitogen-activated protein kinase 1
*AGTR2*	Angiotensin II receptor type 2
*GABRA1*	Gamma-aminobutyric acid type A receptor alpha1 subunit
*AVP*	Arginine vasopressin
*COMT*	Catechol-O-methyltransferase
*HTR1A*	Hydroxytryptamine receptor 1A
*GnRH*	Gonadotropin-releasing hormone
*MGLL*	Monoglyceride lipase
*NSMF*	Neuronal migration factor
ncircRNAs	Node circRNAs
*CREB*	cAMP-Response element-binding protein

# Supplementary material for: Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks
**Source:** Front Mol Neurosci. 2023 Jan 25;16:1115569. doi: 10.3389/fnmol.2023.1115569
**Supplement:** Supplementary file 1

12% SDS-PAGE gels  
Sample loading order

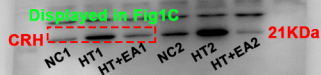

Grey background of complete Blots

75KDa  
50KDa  
37KDa  
25KDa  
20KDa  
15KDa  
10KDa

Displayed in Fig1C

75KDa  
50KDa  
37KDa  
25KDa  
20KDa  
15KDa  
10KDa

75KDa  
50KDa  
37KDa  
25KDa  
20KDa  
15KDa  
10KDa

# Supplementary material for: Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks
**Source:** Front Mol Neurosci. 2023 Jan 25;16:1115569. doi: 10.3389/fnmol.2023.1115569
**Supplement:** Supplementary file 1

Principle Component Analysis (PCA) and functional enrichment analysis, including KEGG and GO was produced by the integrated automatic analysis platform of Novo Gene Biotech Co. Ltd. (Beijing, China) based on R.

# Supplementary material for: Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks
**Source:** Front Mol Neurosci. 2023 Jan 25;16:1115569. doi: 10.3389/fnmol.2023.1115569
**Supplement:** Supplementary file 1

Protein-protein interaction (PPI) network was produced by using the online Search Tool for the Retrieval of Interacting Genes (STRING) database (<https://string-db.org/>).

# Supplementary material for: Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks
**Source:** Front Mol Neurosci. 2023 Jan 25;16:1115569. doi: 10.3389/fnmol.2023.1115569

WGCNA was adapted from the open source (<https://bmcbioinformatics.biomedcentral.com/articles/10.1186/1471-2105-9-559>, <https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/> ), and GSEA was produced by the GSEA software (<https://www.gsea-msigdb.org/gsea/index.jsp> ).

All visualization was generated by the Cytoscape (free access, <https://cytoscape.org/> ) and Graphpad Prisma (GraphPad Software Inc., San Diego, CA, USA).

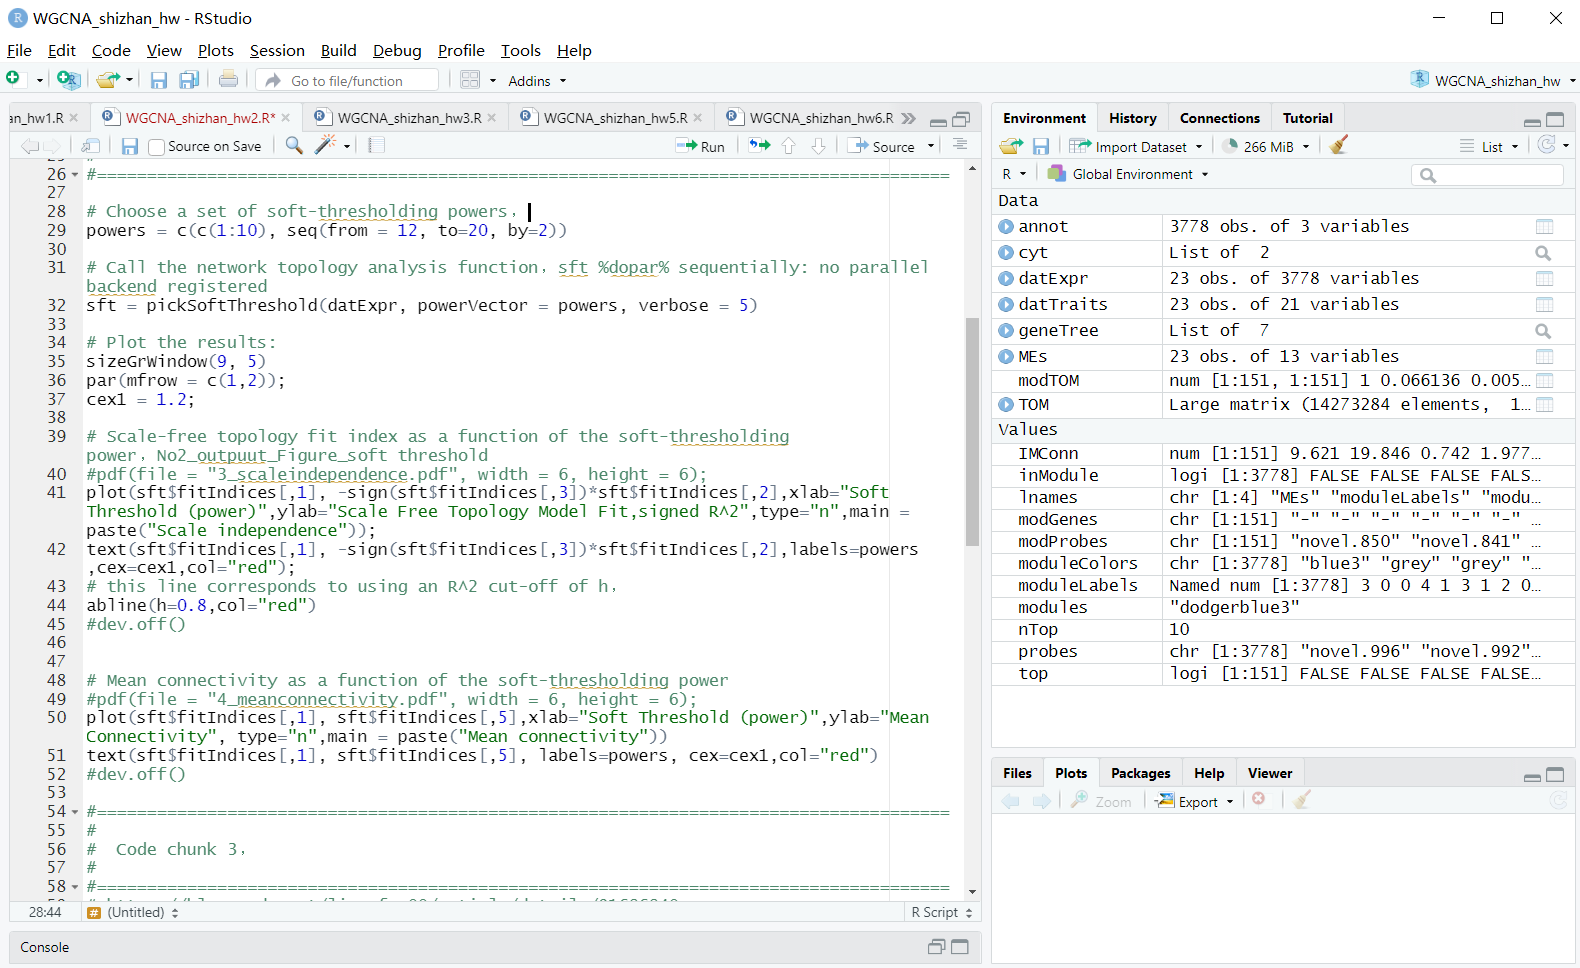

**Supplement:** Supplementary file 1

# Supplementary material for: Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks
**Source:** Front Mol Neurosci. 2023 Jan 25;16:1115569. doi: 10.3389/fnmol.2023.1115569
**Supplement:** Supplementary file 2

**Supplementary Table 1. Primers and sequences**

| **Primer** | **Sequence (5' to 3')** |
| --- | --- |
| CRH F | CTCTCTGGATCTCACCTTCCAC |
| CRH R | CTAAATGCAGAATCGTTTTGGC |
| GAPDH F | GTATGACTCTACCCACGGCAAGT |
| GAPDH R | TTCCCGTTGATGACCAGCTT |

**Supplementary Sheet 1:** A total of 1246 and 2725 DEmRNAs were identified in the CEA and PVN.

**Supplementary Sheet 2:** GO and KEGG analysis of nmRNA in the CEA and PVN.

**Supplementary Sheet 3:** Data flow of the predicted miRNAs and nmRNAs, predicted target mRNAs, and DEmRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

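Only the miRNA libraries were analysed. They come from the PVN and the CEA of rats in 4 groups (NC, HT, HT + EA and HT + SEA), with 3 libraries for each of the 8 combinations of nucleus and treatment, 24 in all. Partial hepatectomy removed about 20% of the left liver lobe, EA was given at 2/15 Hz for 30 min per session, and tissue was taken 24 h after the last session. The mRNA and circRNA libraries were not analysed here.

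The authors deposited raw read counts per miRNA for 1098 miRNAs, 703 known rat miRNAs and 395 predicted ones without a reference name. According to the paper, small RNA libraries were made with a NEBNext kit, reads with adapters, uncertain bases or low quality were removed, and clean reads were mapped to the rat genome. The paper's text names HISAT2 and featureCounts for the sequencing as a whole and does not name the counting of miRNAs separately, nor how reads that match several miRNAs were treated. In 22 groups of miRNAs (55 miRNAs) the counts were identical in every library, and 25 pairs of known miRNAs, some of them in these groups, were identical or nearly so. Such miRNAs are not separate measurements. The nearly identical miR-9a-5p and miR-9b-3p took 10.9% and 10.8% of all counts. A further 24 columns of the table equal the counts divided by the library totals on the CPM scale, to within 4.9e-05, and were not used.

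Totals per library ranged from 6584345 to 14828269 counts in the PVN and from 9463321 to 14913564 in the CEA. The PVN NC and HT groups, with medians of 7364616 and 9276805, were sequenced less deeply than the PVN HT + EA and HT + SEA groups, with medians of 13460699 and 13447863. A count of 3 was taken as the smallest that shows a miRNA, and a fold against a group at or under it is given only as a bound.

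Samples were grouped by the nucleus and treatment in their labels. Each of 7 comparisons was fitted on the 6 libraries of its 2 groups with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, glmQLFit and glmQLFTest, over miRNAs with at least 1 count in those libraries. The paper used DESeq2 with a threshold on the unadjusted p, and miRNAs are called at the same unadjusted threshold of 0.05, with the number at a Benjamini-Hochberg adjusted p under 0.05 beside it. The test's standard errors are the log2 fold change divided by the square root of its F statistic. The difference between the nuclei was fitted over all 24 libraries with treatment as a covariate, and the difference in the effect of HT or EA between the nuclei as an interaction over 12 libraries, both at an adjusted p under 0.05. Whether predicted miRNAs are enriched among the DEmiRNAs was tested with a two-sided Fisher's exact test in scipy 1.17.1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Correlations were tested with 100000 permutations within conditions, and marker sets were compared with 10000 random sets drawn from the 25 miRNAs on each side of similar expression, with CPM on a log2 scale after adding 0.5 to each count. The lists of 348 predicted miRNAs, 140 DEmiRNAs and 35 nmiRNAs were taken from the paper's supplementary sheets.

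The miRNAs named are those in the paper's text, those labelled in Figures 5C and 6A, the 5 with the smallest p among those with an adjusted p under 0.05 in each comparison, and members of marker sets. This rule, the comparisons and 204 alternatives to the processing were set before the data were examined. The alternatives are DESeq2 1.42.0 in place of edgeR, with and without its fold-change prior, other scalings (DESeq2's size factors, library totals, upper quartile), other filters (filterByExpr, at least 10 counts, known miRNAs only, identical counts counted once), all 4 groups of the nucleus in the fit, the replicate number as a block, stricter thresholds, and leaving out each library in turn. Chosen after the data were seen were the block of treatment and replicate number, the count of miRNAs changed in opposite directions by HT and SEA, and edgeR's robust estimate of the spread between miRNAs. The last was added because the usual estimate gave the miRNAs nearly no spread of their own in some fits. Its prior degrees of freedom were 478 for HT against NC in the PVN and 23.3 for HT + EA against HT, and infinite for HT against NC in the CEA and for HT + EA against HT + SEA in the PVN, against 4 from the libraries. Where the prior far exceeds the libraries' own degrees of freedom, adjusted p-values of miRNAs that vary much between replicates are too small.

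Replicate numbers are shared by all groups in the labels. The paper says that 1 rat gave too little tissue and that brain samples came from different animals of one batch, and it does not say what libraries with the same number share. Across miRNAs, deviations from the group mean were correlated between same-numbered PVN and CEA libraries of one treatment (mean r = 0.207, from -0.055 to 0.435 over the 4 treatments). The block is given beside the number of calls of a comparison where the correlation between same-numbered libraries of its groups lay outside 0.1 in either direction. The counts over both PVN comparisons, the single fold changes and the difference in the effect of EA between the nuclei come from fits without it.

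The procedure was tested on simulated data with 3 libraries against 3, a dispersion of 0.02 and 200 changed miRNAs. Of the changed miRNAs tested it called 40% at a log2 fold change of 0.5, 58.3% at 1 and 74.1% at 2, and of those with at least 100 counts 69.2%, 98% and 100%. It called 3.18% to 4.67% of the unchanged miRNAs. Every simulated miRNA had the same dispersion, so these rates do not cover miRNAs that vary more than others between replicates.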

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

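All tests in this part were chosen after the results were seen. The paper reports no miRNA comparison between the nuclei, in the CEA or with the HT + SEA group, and these results appear in libraries whose miRNA it does not discuss. For 2 further results the effect of HT differed between the nuclei in a test of the difference itself.

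Between the PVN and the CEA, 438 of 1098 miRNAs differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, treatment as a covariate), 221 higher and 217 lower in the PVN. With the replicate number as a block the count was 433, and with treatment and replicate number together as a block, an alternative chosen after the data were seen, it was 420. Of 100 splits in which the nuclei were exchanged for some of the same-numbered pairs, 1, the real one, gave as many, and the median of the others was 0 and the largest 245. The CEA and PVN libraries had overlapping depths. A difference between the tissues themselves remains a hypothesis. A difference in the handling of the nuclei goes with it in every library and could not be tested.

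In the PVN, 83 of 1000 miRNAs were called between HT + SEA and HT, where about 50 are called by chance, 36 higher and 47 lower, with 2 at an adjusted p under 0.05. Between HT + EA and HT + SEA, 71 of 994 were called, 26 higher and 45 lower, with 27 at an adjusted p under 0.05. The last number depends on the processing. It was 2 with DESeq2, with its prior and with all 4 groups in the fit, 1 with filterByExpr, with at least 10 counts and with known miRNAs only, and 0 without PVN HT + SEA replicate 3, where 69 passed the unadjusted threshold. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many calls in each of these comparisons (28 to 58 in the other splits for HT + SEA against HT, and 36 to 58 for HT + EA against HT + SEA). The 6 splits that leave some pairs together gave 35 to 81 and 36 to 53 calls. With so few splits, the grouping by treatment cannot be told apart from chance by this test. Among all 9 other splits, up to 15 and 13 miRNAs passed an adjusted p of 0.05, and in 6 of them at least as many as the 2 of the first comparison did. After thinning every PVN library to the smallest total, 6584345 counts, 77 miRNAs were called in the first comparison, 63 of them among the 83. Most of these calls therefore do not need unequal read numbers. An effect that goes with depth is not excluded, because thinning leaves the expected fold changes of well counted miRNAs as they were. In the second comparison 77 were called, 58 of them among the 71, but its groups had similar depths from the start (medians of 13460699 and 13447863), so thinning is no test of depth there.

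HT and SEA changed 50 PVN miRNAs in opposite directions, and 30 of them are among the 45 so changed by HT and EA. Of 100 splits of the libraries, 3 gave as many, the real one included, and the median of the others was 13. The direction of this pattern is partly set by the 3 HT libraries, which both comparisons share. Of the 45 miRNAs reversed by EA, 44 had the same sign of change after SEA, with a median change in the direction of EA of 0.49 on the log2 scale after SEA and 0.60 after EA. Of these 45, 12 were called between HT + EA and HT + SEA, which was taken as the test of whether the change needs the current. The miRNAs were chosen for their change after EA, which favours EA, so this count cannot tell. If the spread of the shared PVN HT libraries made the pattern, the signs in the CEA, whose libraries are separate, would be as often opposite as the same. In the CEA, 33 of the 45 had the same sign after HT and 41 after EA, but the 2 CEA comparisons share their own HT libraries and the signs of miRNAs are not independent, so the shared libraries are not excluded. Every PVN HT + EA and HT + SEA library had more counts (at least 12134529 and 13059380) than any PVN HT library (at most 11050725). An effect that goes with depth would thus give EA and SEA the same signs against HT, and it was not tested. A part of the change after EA that does not need the current may remain. It cannot be told apart from chance in the HT libraries or from such an effect.

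In the CEA, miR-223-3p and miR-10b-5p changed in the same direction as in the PVN. The fall of miR-10b-5p after HT was called in 9 of 12 alternatives. Its groups overlapped, with 255, 2737 and 1893 reads in the CEA NC group and 164, 544 and 810 in the CEA HT group. After HT the log2 fold changes were -2.98 for miR-223-3p (standard error 0.402, adjusted p = 7.0e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, up to 0.742 over the alternatives) and -1.63 for miR-10b-5p (standard error 0.216, adjusted p = 5.6e-11 in the same edgeR test, up to 0.999 over the alternatives). The log2 fold change of miR-223-3p was 3.00 after EA (standard error 0.489) and 2.92 after SEA (standard error 0.532), and the latter was 0.67 in one of the fits that left out 1 library. In the CEA groups other than HT its counts differed strongly between libraries of one condition, with 12, 145 and 116 reads in the NC group, 18, 167 and 157 in HT + EA, and 272, 18 and 22 in HT + SEA, against 9 to 12 reads in the HT libraries. In the PVN HT + SEA group they were 145, 22 and 20.

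For the fall of miR-223-3p after HT in both nuclei, 3 technical explanations were weighed. If fewer white blood cells in the HT tissue were the cause, the other myeloid miRNAs would fall as well, but their median log2 fold change in the PVN was -0.16 (miR-142-3p -0.16, miR-142-5p -0.01, and miR-223-5p -0.66 on 21 reads in all). In the CEA all 3 fell after HT (-0.38, -0.31 and -1.45) and rose after SEA (0.31, 0.28 and 0.69), by less than miR-223-3p and without being called. After EA in the CEA, where miR-223-3p rose by 3.00, they did not follow (-0.11, 0.12 and -0.13). The 2 arms of miR-142 have many reads of their own in this tissue and miR-223-5p very few. Whether a loss of cells rich in miR-223-3p would be seen in them was not tested, so fewer white blood cells are not excluded. After thinning the PVN libraries to equal depth the log2 fold change was -5.67, but thinning leaves the expected fold change of a miRNA with this many NC reads as it was, so this is no test of depth. A factor that differs between libraries of one condition, such as the handling of the tissue, would move miR-223-3p and miR-10b-5p together within conditions. Over the 24 libraries their deviations from the condition means were correlated (r = 0.631, permutation p = 0.0319, and rho = 0.562, permutation p = 0.049, 1 pair tested, permuted within conditions), and r was 0.521 without the 2 libraries farthest from the median of miR-223-3p. In the PVN NC group, however, the 2 moved in opposite directions, with 147, 949 and 598 reads of miR-223-3p and 2260, 467 and 1443 of miR-10b-5p, so 1 such factor does not account for all of the spread. It remains a candidate explanation for a part, and the low counts of the 6 HT libraries cannot be told apart from it.

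The fall after HT was larger in the PVN for miR-223-3p, with a difference between the nuclei of -2.71 on the log2 scale (standard error 0.536, adjusted p = 0.00121 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and for miR-206-3p, with a difference of -1.61 (standard error 0.373, adjusted p = 0.014 in the same edgeR test). These were the 2 miRNAs with an adjusted p under 0.05, among 53 with an unadjusted p under 0.05, the number given by chance. Over the alternatives the adjusted p ranged from 1.4e-07 to 1.0 for miR-223-3p and from 1.1e-04 to 1.0 for miR-206-3p. With the replicate number as a block it was 8.5e-06 and 0.0066, and with the block of treatment and replicate number, chosen after the data were seen, 1.4e-07 and 0.0025. With the robust spread between miRNAs, an alternative chosen after the data were seen, both were 1.0. Of the 32 splits that exchange treatments within pairs, 12 gave at least 2 miRNAs and one gave 17. Without replicate 2 the adjusted p of miR-206-3p was 1.0, so 1 replicate carries that difference. Less muscle RNA in the PVN HT libraries would lower the other muscle miRNAs as well. Their median log2 fold change was -0.48, with miR-1b at -1.01 and miR-133a-3p at -0.62 but miR-1-3p at 0.05, and this explanation cannot be excluded. The same kind of test for EA, in the fit without a block, gave 0 miRNAs with a different effect in the 2 nuclei at an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 20. All 32 splits give at least 0, so they cannot tell this count from chance. No biological explanation can be separated from these.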

How the results depend on the processing

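Direction and call were compared across the alternatives listed in the processing summary. For the counts of called miRNAs, a count within 1.5 times the reported one was taken as unchanged. The cause was not tested for any of the changes below.

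With DESeq2 in place of edgeR, fewer miRNAs were called in the CEA and with the HT + SEA group: 7 in place of 38 for CEA HT against NC, 26 in place of 53 for CEA HT + EA against HT, 21 in place of 47 for CEA HT + SEA against HT, 51 in place of 83 for PVN HT + SEA against HT, and 47 in place of 71 for PVN HT + EA against HT + SEA. It gave 30 nmiRNAs in place of 49 and 32 miRNAs changed in opposite directions by HT and SEA in place of 50. With DESeq2's fold-change prior these counts were 7, 26, 19, 49 and 44, with 26 nmiRNAs and 30 miRNAs opposite after SEA, and the prior also lowered PVN HT against NC from 107 to 71 and the DEmiRNAs of either PVN comparison from 174 to 113.

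Filters on low counts also lowered the counts. With filterByExpr they were 65 for PVN HT against NC, 7 for CEA HT against NC, 22 for CEA HT + EA against HT, 47 for PVN HT + SEA against HT, 11 for CEA HT + SEA against HT, 26 in place of 45 for miRNAs opposite after HT and EA, 24 for those opposite after HT and SEA, and 28 nmiRNAs. With at least 10 counts they were 9, 30 and 21 for the CEA comparisons in the same order, and 25 for miRNAs opposite after HT and SEA. With known miRNAs only they were 12, 30 and 16 in the CEA and 55 for PVN HT + SEA against HT. With all 4 groups of the nucleus in the fit, PVN HT + EA against HT + SEA gave 45.

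The replicate number as a block (replicate block) gave 87 for PVN HT against NC, where same-numbered libraries were not correlated (r = -0.04), 127 for PVN HT + EA against HT, 41, 36 and 31 for the CEA comparisons, 68 for PVN HT + SEA against HT and 78 for PVN HT + EA against HT + SEA. Of these, only the 31 of CEA HT + SEA against HT, in place of 47, was outside 1.5 times the reported count.

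At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) the counts were 32 for PVN HT against NC, 10 for PVN HT + EA against HT, 2 for CEA HT against NC, 1 for CEA HT + EA against HT, 2 for PVN HT + SEA against HT, 4 for CEA HT + SEA against HT and 27 for PVN HT + EA against HT + SEA. They were 36 for the DEmiRNAs of either PVN comparison, 6 for the miRNAs opposite after HT and EA, 5 nmiRNAs, 3 of the paper's 35 nmiRNAs, and 2 for those opposite after HT and SEA. With edgeR's robust spread between miRNAs, chosen after the data were seen, the first 7 counts at an adjusted p were 8, 10, 1, 0, 6, 3 and 18, where 99, 106, 30, 42, 81, 44 and 69 were called without adjustment. At an unadjusted p under 0.05 and at least 2-fold change the counts were 37, 25, 17, 21, 26, 21 and 19 in the same order of comparisons, then 51 for the DEmiRNAs, 11 for those opposite after HT and EA, 15 nmiRNAs, 6 of the paper's 35 and 14 for those opposite after HT and SEA.

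Across the fits that each left out 1 library, the counts ranged from 80 to 108 for PVN HT against NC, from 83 to 137 for PVN HT + EA against HT, from 18 to 66 for CEA HT against NC, from 25 to 70 for CEA HT + EA against HT, from 25 to 94 for PVN HT + SEA against HT, from 17 to 58 for CEA HT + SEA against HT and from 62 to 86 for PVN HT + EA against HT + SEA. They ranged from 149 to 177 for the DEmiRNAs, from 35 to 56 for miRNAs opposite after HT and EA, from 15 to 57 for those opposite after HT and SEA, from 37 to 48 for the nmiRNAs and from 22 to 29 for the paper's 35.

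The difference between the PVN and the CEA, 438 miRNAs, stayed within 1.5 times in every alternative run, from 399 with known miRNAs only to 439 with the robust spread, 494 at the unadjusted threshold, and from 360 to 376 without 1 replicate. The 2 miRNAs whose effect of HT differed between the nuclei at an adjusted p became 0 with DESeq2, the upper quartile, filterByExpr, at least 10 counts, known miRNAs only, identical counts counted once or the robust spread, 1 with DESeq2's size factors or library totals, stayed at 2 with the replicate block and with the block of treatment and replicate number, and from 2 to 3 without 1 replicate, and 53 passed the unadjusted threshold. For the effect of EA, in the fit without a block, 0 passed the adjusted and 20 the unadjusted threshold, and from 0 to 3 without 1 replicate.

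The odds ratio of predicted miRNAs among the DEmiRNAs, 1.18, fell below 1 with all tested miRNAs as background (0.905), with DESeq2's calls (0.919), with the calls at an adjusted p under 0.05 (0.371) and with the paper's 140 DEmiRNAs (0.994), so its direction depends on the calls and the background.

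The split of the calls into higher and lower depended on the scaling. For PVN HT + EA against HT, 55 of 112 were higher as reported, 38 of 106 with DESeq2's size factors and 44 of 113 with library totals. For CEA HT against NC, 18 of 38 were higher as reported, 10 of 29 with library totals and 24 of 35 with the upper quartile. For CEA HT + EA against HT, 18 of 53 were higher as reported, 41 of 62 with library totals and 12 of 54 with the upper quartile. Library totals there moved the median of all well counted miRNAs by 0.138 on the log2 scale. For CEA HT + SEA against HT, 20 of 47 were higher as reported and 29 of 46 with library totals, and for PVN HT + EA against HT + SEA, 26 of 71 and 50 of 83 with the upper quartile.

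For 50 log2 fold changes of named miRNAs, 588 values from the other alternatives gave 535 with the same call and direction, 47 that were no longer called and 6 that were newly called, with 0 reversed, and 299 values without 1 library gave 259 the same, 35 no longer called, 2 newly called and 3 reversed. The reversed ones were miR-92b-3p after HT, 0.010 without PVN NC replicate 1 (from -0.24 to 0.010 over these fits), and miR-1224 after EA, -0.02 without PVN HT + EA replicate 2 and -0.040 without PVN HT + EA replicate 3 (from -0.040 to 0.17). None of these had been called. Without PVN NC replicate 3, novel_1137 was at or under 3 counts in both groups and gave no value.

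Depth limits the rare miRNAs. On simulated data a log2 fold change of 0.5 was called for 40% of the changed miRNAs and for 69.2% of those with at least 100 counts, and a difference in effect between the nuclei of 0.5 reached an adjusted p under 0.05 for 0% of those with at least 100 counts (45.4% at an unadjusted p under 0.05), against 70.2% for a difference of 1.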

Differences from the paper's values

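A gap is called closed below where a count lies within 1.5 times the paper's, or a log2 fold change within 1 standard error of the paper's, which is not the same as reaching the paper's value.

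After HT, 60 PVN miRNAs were lower here, against the paper's 36. With the alternatives set before the data were examined, the gap closed with DESeq2 (37), DESeq2's fold-change prior (33), library totals (49), the upper quartile (49), filterByExpr (33), at least 10 counts (45), known miRNAs only (44), the replicate block (45), and without PVN NC replicate 1 (49), PVN NC replicate 3 (42), PVN HT replicate 1 (50) or PVN HT replicate 2 (48). It stayed with DESeq2's size factors (60), identical counts counted once (56), all 4 groups in the fit (78), and without PVN NC replicate 2 (63) or PVN HT replicate 3 (58). The robust spread, chosen after seeing the values, did not close it (58).

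After EA, 55 PVN miRNAs were higher here, against the paper's 36. The gap closed with DESeq2 (33), DESeq2's fold-change prior (31), DESeq2's size factors (38), library totals (44), the upper quartile (49), filterByExpr (37), at least 10 counts (41), known miRNAs only (37), identical counts counted once (51), all 4 groups in the fit (54), and without PVN HT + EA replicate 1 (40), 2 (29) or 3 (33). It stayed with the replicate block (72) and without PVN HT replicate 1 (70), 2 (56) or 3 (66). The robust spread, chosen after seeing the values, did not close it (55).

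The log2 fold change of miR-223-3p after HT was -5.62 against the paper's -3.88, and none of the alternatives set before the data were examined closed the gap. Over the alternatives it ranged from -5.648 to -2.335, on both sides of the paper's value. The log2 fold change of miR-206-3p after HT was -2.14 against the paper's -1.53. Of the alternatives set before the data were examined, only the fit without PVN NC replicate 2 (-1.36) closed this gap. After EA, miR-223-3p had a log2 fold change of 3.00 against the paper's 2.57, and none of the alternatives set before the data were examined closed the gap. Here the range over the alternatives was 1.698 to 3.003.

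The paper calls 80 miRNAs after HT and 93 after EA. All had the same sign here, and 60 and 76 of them were called. Of the 20 not called after HT, filterByExpr called 11, at least 10 counts 11, all 4 groups in the fit 12, DESeq2 9, its prior 9, library totals 6, known miRNAs only 5, the upper quartile 3, identical counts counted once 2, the robust spread (chosen after seeing the values) 2, and DESeq2's size factors and the replicate block 0. Of the 17 not called after EA, filterByExpr called 12, at least 10 counts 8, known miRNAs only 8, DESeq2 6, its prior 6, DESeq2's size factors 5, library totals 4, identical counts counted once 4, all 4 groups in the fit 2, the replicate block 2, the robust spread 2 and the upper quartile 0.

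Of the paper's 35 nmiRNAs, 6 were not called in a comparison in which the paper lists them. After HT, miR-3543 (0.24) was called with DESeq2, its prior, library totals, filterByExpr, at least 10 counts and all 4 groups in the fit. The paper names miR-667-5p as changed after HT, and its -0.36 was called with DESeq2, its prior, filterByExpr, at least 10 counts, known miRNAs only and all 4 groups in the fit, and in 2 of the fits without 1 library. No alternative called let-7b-5p (0.19), miR-455-3p (0.34) or miR-31a-5p (0.29). After EA, miR-1843a-5p (-0.16) was called with filterByExpr and in 1 of the fits without 1 library.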

Other observations

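Every test in this part was chosen after the result it examines was seen.

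On the first principal component of all 24 libraries (60.6% of the variance of 532 miRNAs) the CEA libraries lay from 8.02 to 14.4 and the PVN libraries from -12.2 to -8.75.

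In the PVN, 107 miRNAs were called after HT and 112 after EA. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many calls in each comparison. The other splits of this kind gave 46 to 62 calls for HT against NC and 31 to 51 for HT + EA against HT, and the 6 splits that leave some pairs together gave 39 to 73 and 33 to 83. With so few splits this test cannot tell the treatment from chance. At an adjusted p under 0.05, 32 and 10 miRNAs passed in the real groups in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For HT against NC up to 12 passed in the 9 other splits. For HT + EA against HT up to 8 passed in the other splits that part every pair, and 21 in a split that leaves same-numbered libraries together, which vary together in these groups (r = 0.21). With the replicate number as a block, 30 passed in the real groups, in a fit with infinite prior degrees of freedom against 2 from the libraries. Thinning every PVN library to the smallest total left 97 calls after HT, 88 of them among the 107, with 15 at an adjusted p under 0.05 in the same edgeR test, and 95 after EA, 80 of them among the 112, with 9 at an adjusted p. Most of these calls therefore do not need unequal read numbers. Thinning leaves the expected fold changes of well counted miRNAs as they were, so an effect that goes with depth is not excluded. No biological explanation can be separated from chance by the splits.

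Over 100 of the 108 splits of the PVN NC, HT and HT + EA libraries that part all same-numbered libraries, 4 gave at least the 174 DEmiRNAs of either comparison, the real one included (median of the others 99, largest 198). For the 45 miRNAs changed in opposite directions by HT and EA it was 6 of 100 (median 12, largest 47), so that count is not rare among splits of the same libraries. For the 49 nmiRNAs it was 2 of 100 (median 24, largest 52). For the paper's 35 nmiRNAs, of which 29 were called in the paper's direction, it was 1 of 100 (median 2, largest 18), but the 35 were chosen by the paper in these same libraries, so this test could not come out otherwise. For the odds ratio of predicted miRNAs, 1.18, it was 8 of 100 (median 0.873, largest 1.44).

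In the CEA, 38 of 996 miRNAs were called after HT, where about 50 are called by chance, 53 of 1004 after EA and 47 of 999 after SEA. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment these were 2, 1 and 4. Same-numbered CEA NC and HT libraries varied together (r = 0.3005 across miRNAs, which are not independent replicates), and with the replicate number as a block 41 were called after HT, 6 at an adjusted p under 0.05 in the same edgeR test. Of the 4 splits that part every same-numbered pair, 3 gave as many calls for HT against NC (30 to 50 in the others), 2 for HT + EA against HT (41 to 85) and 2 for HT + SEA against HT (33 to 89), the real one included each time. The 6 splits that leave some pairs together gave 46 to 117, 33 to 85 and 35 to 90. The CEA counts are thus no larger than other groupings of the same libraries give.

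Of the miRNAs that the paper discusses from the literature, both arms of miR-142 and of miR-212 were tested in the PVN and none was called. The log2 fold changes after HT and after EA were -0.16 and -0.12 for miR-142-3p, -0.01 and 0.11 for miR-142-5p, -0.03 and -0.16 for miR-212-3p, and 0.04 and -0.13 for miR-212-5p.

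In the PVN the 11 miRNAs listed for epithelial or pituitary cells were all lower after HT, with a median log2 fold change of -0.87, and all higher after EA (0.75) and after SEA (0.60), comparisons that share the HT libraries. Of 10000 random sets of similarly expressed miRNAs, 0 had a median as low after HT. The random sets drew each miRNA singly, while several of the 11 share a cluster and are not independent, so this overstates the evidence. A varying share of such tissue in the dissected samples would make the members from different clusters vary together among libraries of one condition. For the 10 members tested, from 5 clusters, the mean correlation within conditions over the 12 PVN libraries was r = 0.333, against a median of -0.00698 for random sets, of which 4 of 10000 reached as much. Differences in dissection are therefore a candidate explanation, and an effect of HT on these miRNAs cannot be told apart from it. In the CEA, whose libraries are separate, 8 of the 11 were lower after HT (median -0.17). There 10 were higher after EA (0.45) and 9 after SEA (0.49), again with shared HT libraries. The largest rises after SEA were those of miR-200a-3p and miR-200b-3p, 1.34 and 1.32 in the PVN and 1.62 and 1.96 in the CEA. A varying share of such tissue was not tested in the CEA. In the PVN, the same comparison with random sets gave a median of -3.05 for the 4 miRNAs encoded in Hox clusters after HT. Of these, miR-196a-5p and miR-196b-5p had few counts and miR-10a-5p changed by -0.72. For the 7 miRNAs listed for ciliated ependyma and choroid plexus the median was -0.42, with 5 lower and 2 higher. Of 10000 random sets, 45 were as low.

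The count of miR-122-5p was 109 in PVN HT replicate 1 and 7 to 13 in the other PVN HT and NC libraries. Its log2 fold change after HT was 1.97 and without that library -0.20, so 1 library carries the difference. Liver RNA in that library would raise miR-192-5p and miR-194-5p as well, whose median log2 ratio over the other PVN HT libraries was -0.065. With 4183 and 1416 counts of their own there, a rise of the size of that of miR-122-5p would not be seen, so liver RNA is not excluded. No biological explanation was tested.

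PVN HT + SEA replicate 1 had 70 counts of miR-741-3p, 45 of miR-881-3p and 48 of novel_242, against 3 to 14 counts in the other PVN HT + SEA libraries, and these miRNAs are higher in the CEA. PVN NC replicate 1 had 24, 21 and 16. If CEA tissue were in PVN HT + SEA replicate 1, the miRNAs enriched in the CEA would be raised there in general. The median log2 ratio of the 20 most enriched ones over the other PVN HT + SEA libraries was 0.0186, against 3.18 for these 3, so CEA tissue does not account for them. No biological explanation was tested.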
